# A Comprehensive Transcriptomics Analysis Reveals Long Non-Coding RNA to Be Involved in the Key Metabolic Pathway in Response to Waterlogging Stress in Maize

**DOI:** 10.3390/genes11030267

**Published:** 2020-02-29

**Authors:** Feng Yu, Zengdong Tan, Tian Fang, Kaiyuan Tang, Kun Liang, Fazhan Qiu

**Keywords:** maize, waterlogging stress, mRNA, long non-coding RNA, co-expression network

## Abstract

Waterlogging stress (WS) in a dynamic environment seriously limits plant growth, development, and yield. The regulatory mechanism underlying WS conditions at an early stage in maize seedlings is largely unknown. In the present study, the primary root tips of B73 seedlings were sampled before (0 h) and after (2 h, 4 h, 6 h, 8 h, 10 h, and 12 h) WS and then subjected to transcriptome sequencing, resulting in the identification of differentially expressed protein-coding genes (DEpcGs) and long non-coding RNAs (DElncRs) in response to WS. These DEpcGs were classified into nine clusters, which were significantly enriched in several metabolic pathways, such as glycolysis and methionine metabolism. Several transcription factor families, including AP2-EREBP, bZIP, NAC, bHLH, and MYB, were also significantly enriched. In total, 6099 lncRNAs were identified, of which 3190 were DElncRs. A co-expression analysis revealed lncRNAs to be involved in 11 transcription modules, 10 of which were significantly associated with WS. The DEpcGs in the four modules were enriched in the hypoxia response pathways, including phenylpropanoid biosynthesis, MAPK signaling, and carotenoid biosynthesis, in which 137 DElncRs were also co-expressed. Most of the co-expressed DElncRs were co-localized with previously identified quantitative trait loci associated with waterlogging tolerance. A quantitative reverse transcription-polymerase chain reaction analysis of DEpcG and DElncR expression among the 32 maize genotypes after 4 h of WS verified significant expression correlations between them as well as significant correlation with the phenotype of waterlogging tolerance. Moreover, the high proportion of hypoxia response elements in the promoter region increased the reliability of the DElncRs identified in this study. These results provide a comprehensive transcriptome in response to WS at an early stage of maize seedlings and expand our understanding of the regulatory network involved in hypoxia in plants.

## 1. Introduction

Waterlogging is one of major abiotic stresses that limits the productivity of terrestrial plants and has increasingly and frequently occurred in recent years due to global climate change [1,2]. Oxygen deprivation is the key feature of waterlogging stress, as plants alter their metabolism, physiology, and development to acclimatize to the low levels of oxygen [3]. The cause of these changes is the dramatic reprogramming of gene expression and RNA molecules, including coding RNA (mRNA) and non-coding RNA (ncRNA) that has been quantified with the development of deep high-throughput sequencing [4,5]. Numerous investigations into *Arabidopsis* [6,7,8], rice [9], maize [10,11], poplar (*Populus* × *canescens*) [12], and cotton (*Gossypium hirsutum*) [13] have been conducted to elucidate changes in the gene transcription of mRNA in response to low oxygen or flooding stress; these studies have revealed the similarity in transcriptome responses among species [14,15]. However, knowledge of ncRNA involved in hypoxia responses is largely unknown.

Long non-coding RNA (lncRNA) is defined as a transcript that is longer than 200 nucleotides (nt) in length and lacks coding potential. These RNAs have also been reported to affect the expression of other genes [16]. Thousands of lncRNAs have been identified in many plant species, such as *Arabidopsis* [17,18], rice (*Oryza sativa*) [19,20], maize (*Zea mays* L.) [21], cotton (*Gossypium* spp.) [5], and castor bean (*Ricinus communis*) [22], with the rapid development of deep RNA-seq techniques. Recent studies have demonstrated that lncRNAs participate in diversified biological functions in different organisms [23,24]. Nevertheless, only a few lncRNAs have been well characterized in plants, including *COOLAIR* and *COLDAIR* in the regulation of flowering in *Arabidopsis* [25,26], *INDUCED BY PHOSPHATE STARVATION1*, which is involved in phosphate uptake [27,28]; *Enod40*, which is involved in nodulation [29,30]; *LDMAR*, which is required for pollen development in rice [31]; *LAIR*, which increases rice grain yield [32]; and *Ef-cd*, which shortens rice maturity duration without a yield penalty [33]. Remarkably, accumulated evidence has demonstrated the involvement of lncRNAs in biotic and abiotic stress responses in plants [34]. For example, the pathogen-responsive lncRNA *ALEX1*, which is highly induced by *Xanthomonas oryzae* pv. *Oryzae* infection in rice, has been shown to be involved in the jasmonic acid pathway and to offer resistance to bacterial blight [35]; a nucleus-localized lncRNA *DRIR* was found to be a positive regulator enhancing plant responses to drought and salt stress in *Arabidopsis* [36]; a total of 144 lncRNAs that respond to cadmium stress in rice at an early stage were identified to regulate the genes of cysteine-rice peptide metabolism in cis [37]; and nitrogen deficiency in *Populus* triggers 126 lncRNAs to change their expression and become involved in a complex regulatory network [38]. These findings collectively suggest the diversified functions of lncRNAs, as well as their importance in plant development and stress responses.

Hypoxia is a common phenomenon that occurs in plant tissues, especially in waterlogged organs. Studies on mammals have demonstrated that lncRNAs are key regulators involved in hypoxic stress, such as lncRNA *H19* protecting H9c2 cells against hypoxia-induced injury by targeting MicroRNA-139 [39] and contributing to hypoxia-induced CPC injury by suppressing Sirt1 [40], hypoxia-induced *HOTAIR* expression regulated by HIF1α (hypoxia-inducible factor) contributing to its roles in tumorigenesis [41], *TUG1* playing an important role in hypoxia-induced myocardial cell injury by regulating the miR-145-5p-Binp3 axis [42], and hypoxia-induced lncRNA *NUTF2P3-001* contributing to the tumorigenesis of pancreatic cancer by derepressing the miR-3923/KRAS pathway [43]. Little knowledge of lncRNA’s involvement in hypoxic stress in plant species has been acquired, with the exception of the observation that root-specific *AtR8* increases accumulation under hypoxic conditions [44]. Thus, the global identification and characterization of lncRNAs involved in hypoxia regulation in plants are needed.

Maize is an upland crop and sensitive to waterlogging stress (WS). To date, only three studies have focused on identifying the important regulators and processes involved in WS in maize through transcriptome sequencing (RNA-seq) analysis [10,11,45]. These studies focused on their central role in the adaptation process after long-term stress, but they did not provide a global view of the transcriptome at an early response stage. Remarkably, no experiment was performed to investigate the lncRNA response to WS in maize. In the present study, maize inbred line B73 was subjected to WS conditions at the second leaf stage, and the root tips of B73 were sampled before treatment (0 h, WS_0h) and after 2 h (WS_2h), 4 h (WS_4h), 6 h (WS_6h), 8 h (WS_8h), 10 h (WS_10h), and 12 h (WS_12h) to investigate the global expression of the protein coding gene (PCgenes) and lncRNAs at an early stage. Expression profiling and co-expression network analyses of PCgenes and lncRNAs were conducted to identify the key metabolic pathway and lncRNAs involved in WS responses. These results expand our understanding of the transcriptome response of PCgenes and the potential functions of lncRNAs under waterlogged root tips; these results also provide a valuable resource for elucidating the molecular regulatory network responding to WS conditions.

## 2. Materials and Methods

### 2.1. Plant Materials and Growth Conditions

Seeds of maize inbred line B73 were planted in a greenhouse with a controlled temperature (~28 °C/22 °C day/light cycle), a 14 h/10 h light/dark cycle (light time: 7:00 am–9:00 pm), and average humidity (60% average). The growth substrate and waterlogging treatments were conducted as previously described in [46]. Briefly, ten uniform seedlings were planted in a plastic pot, and treatments were applied by maintaining a 2–3 cm water layer above the substrate at the second leaf stage, and stress was treated at 8:00 am. To prepare the sample for sequencing, ten root tips (~2 cm) of the primary roots in each plot were collected before treatment (0 h, control) and after 2 h, 4 h, 6 h, 8 h, 10 h, and 12 h stress and mixed as one replication. Three replications were prepared at each time point. In total, 21 samples were snap frozen in liquid nitrogen and stored at −80 °C for total RNA isolation.

### 2.2. RNA Extraction, Library Construction, and Sequencing

Total RNA was extracted using TRIZOL reagent (Invitrogen, Gaithersburg, MD, USA) and purified with an RNeasy mini kit (QIAGEN, Germantown, MD, USA) according to the manufacturer’s instructions. RNA integrity was detected using gel electrophoresis. High-quality RNA was used for library construction using the Illumina TruSeq Stranded RNA Kit (Illumina, San Diego, CA, USA) following the manufacturer’s recommendations. Transcriptome sequencing of the prepared libraries was performed on an Illumina HisSeq 4000 system with paired-end 150-bp reads (Shanghai Personal Biotechnology, China).

### 2.3. Quantification and Standardization of the PCgenes and lncRNAs in the Transcriptome

A total of 21 RNA-Seq data sets were generated from this study. All raw reads that had been deposited into the SRA (accession number: SRP249592) and GEO (accession number: GSE146136) were assessed for quality using the program of FastQC (V0.11.3) and filtered using Trimmomatic (V0.38) [47] to obtain clean data. The clean reads of all samples were aligned to the maize B73 reference genome (Ref_Gen4) downloaded from MaizeGDB using Hisat2 (v2.0.5) [48] with the default parameters. The featureCount (V1.6.4) [49] in the Rsubread package was used for quantification and standardization to obtain the read count and TPM (transcripts per kilobase per million) value of each expressed gene, in which the TPMs represented the expression level of each transcript.

For identification of lncRNAs, the “bowtie2” (V2.3.4.1) [50] was applied to build index files. The assembly of each transcriptome datum was independently conducted using CUFFLINKS (V2.2.0) [51]; a merged.gtf file was obtained from merging these data together. “RSEM” (V1.3.0) [52] was utilized to normalize and calculate the TPM value. To identify high confidence lncRNAs, the Perl script LncRNA_Finder.pl was used to filter the lengths of the isoforms, the number of orfs, and Coding Potential Calculator 2 (CPC2) to eliminate potential protein-coding RNAs [21]. According to the annotation information of the merged.gtf file assembled by CUFFLINKS, the isoforms marked with u and x were filtered, and finally, the isoforms with an expression amount of 0 or a mean TPM < 0.5 under the same conditions were removed.

### 2.4. Differential Expression and Pathway Analysis

A differential expression analysis between pairs of samples was performed using the DESeq2 R package [53] to identify differentially expressed PCgenes (DEpcGs) and differentially expressed lncRNAs (DElncRs) for transcriptomes containing biological replicates, and the adjusted *p*-values were calculated using the Benjamini and Hochberg method [54] to control the false discovery rate. The standard for screening DEpcGs and DElncRs was set as 1) an adjusted *p* < 0.05 and 2) Log_2_ (a foldchange) > 1, or Log_2_ (a foldchange) < −1. The different expression profiles between the stress conditions (WS_2h, WS_4h, WS_6h, WS_8h, WS_10h, and WS_12h) and the normal condition (WS_0h) were analyzed. The mfuzz package [55] was used to divide the different time expression patterns into differential clusters. An enrichment analysis of DEpcGs was conducted using KEGG enrichment analysis. The online software AgriGO V2.O (http://systemsbiology.cau.edu.cn/agriGOv2/index.php) [56] was applied to analyze the gene ontology (GO). Heat maps and Venn diagrams were drawn using R packages.

### 2.5. Expression Network Construction

To investigate the co-expression profiling between PCgenes and lncRNA, all transcripts of highly-confident lncRNAs and DEpcGs were subjected to the weighted gene co-expression network analysis (WGCNA) method [57] to construct an expression matrix, and genes with similar expression patterns were clustered into the same module. The relationships between the transcripts in the module and the samples were investigated, and the important modules that were significantly associated with the sample traits (WS_0h, WS_2h, WS_4h, WS_6h, WS_8h, WS_10h, and WS_12h) were identified. The genes in the modules were then subjected to KEGG pathway enrichment. Finally, visualization of the co-expression network was performed using the Cytoscape (v3.5.0) [58].

### 2.6. Quantitative Real-Time (RT) PCR

The extracted total RNA of all samples subjected to transcriptome analysis was also used for quantitative real-time PCR. The total RNA was purified using RNase-free DNase (Invitrogen, Gaithersburg, MD, USA), and single-stranded cDNA was synthesized using recombinant M-MLV reverse transcriptase (Invitrogen) according to the manufacturer’s protocol. qRT-PCR was conducted using gene-specific primers (Table S7) in a 25 μL reaction with a 2 × iTaq^TM^ Universal SYBR Green Supermix (BioRad, Hercules, CA, USA) under the following conditions: initial denaturation at 95 °C for 5 min, followed by 40 cycles at 95 °C for 15 s, 58 °C for 10 s, and 72 °C for 20 s. The internal reference *ZmActin1* was utilized to normalize the expression data. Relative expression levels were calculated according to the 2^−ΔΔCT^ (cycle threshold) method [59].

### 2.7. Verification of the Co-Expression Modules of DEpcGs and DElncRs in Different Inbred Lines

Thirty-two maize inbred lines in the association panel [48] were randomly selected and subjected to waterlogging stress during the second leaf stage, as mentioned above. The root samples of each line were collected before (0 h) and after (4 h) stress, and total RNA was extracted for further use. An expression analysis of DEpcGs and DElncRs was conducted using the qRT-PCR technique. The expression correlation between DEpcGs and DElncRs and significant *p*-values were calculated using the R software (R Development Core Team 2013; version 3.6.3; http://www.r-project.org/).

### 2.8. Conserved Motif Discovery

To discover the potential conserved motif in the promoter region of DElncRs, the DElncRs in each comparison were screened again based on stricter criteria: 1) log_2_ (a foldchange) > 1.5; 2) a baseMean of each comparison > 50; 3) *p* < 0.05. The 1500 bp upstream sequences in front of the transcript start sites of the screened DElncRs were downloaded from the B73 reference genome, and the resulting sequences were submitted to the PlantCARE database (accessed on: November 27, 2019) [60] to search for the conserved motif involved in stress and hormone response.

## 3. Results

### 3.1. The Time-Course Transcriptomic Profiles of Seedling Root Tips Exposed to WS Conditions

To investigate the gene expression dynamics of the root tips of the B73 seedling in response to WS, all the samples (WS_0h, WS_2h, WS_4h, WS_6h, WS_8h, WS_10h, and WS_12h) were subjected to transcriptome sequencing (RNA-seq). 

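Each of the 7 time points was represented by 3 libraries of 10 mixed root tips, 21 libraries in all, and every library was listed on its own. The processed PCgene values are TPM made by the authors from featureCounts read counts, that is, transcript numbers corrected for gene length and scaled to the same total in every library. TPM are not read counts, so changes were measured here on log2(TPM + 1) with limma, which estimates a mean for every time point and shares information on the spread between replicates across genes. All 21 libraries entered 1 fit, and each time point from WS_2h to WS_12h was compared with WS_0h. A PCgene counted here as up- or down-regulated when its Benjamini-Hochberg adjusted p was under 0.05 and its log2 fold change exceeded 1 in absolute value, the thresholds given in the methods of the paper. The 6 comparisons share the 3 WS_0h libraries. In 100 simulated data sets in which neither WS_4h nor WS_6h differed from WS_0h, the log2 fold changes of these time points still had a mean Pearson correlation of 0.498 across genes, against 0.671 in the data, and genes are not independent replicates. Stress began at one hour of the day for all plants, so hours of waterlogging and time of day advanced together and every comparison with WS_0h holds both.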

After high-depth RNA-seq, about one hundred million pair-end reads from each sample were generated, and the average rate of uniquely mapped reads aligned to maize reference genome [61] for all samples was 85.6% (Table S1). 

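Read totals and mapping rates were not analysed here. In the processed values, the listed PCgenes summed to between 534404 and 689493 TPM per library (median 626727), and 31.0% to 46.5% of the total of a library belonged to transcripts outside the list. The Pearson correlation of log2(TPM + 1) across genes between a library and the other two of its time point averaged from 0.951 (a WS_4h library) to 0.986 (a WS_10h library). By the highest correlation, WS_2h replicate 1 lay nearest to a WS_8h library, WS_10h replicates 1 and 3 to a WS_12h library and WS_12h replicates 2 and 3 to a WS_10h library, and every other library nearest to one of its own time point.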

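TPM averaged over all 21 libraries exceeded 1 for 22783 of the 23175 listed PCgenes, and these 22783 were tested for differential expression.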

Uniquely mapped reads were used to calculate the normalized transcription level as transcripts per kilobase per million (TPM), and the average TPM value > 1 of all the 21 samples of these genes were considered as an expression. In total, 23,175 expressed genes were detected in at least one sample (Table S2).

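All 23175 listed PCgenes had TPM above 1 in at least 1 library, and 23171 had a mean TPM above 1 at one or more time points. Each library listed between 47 and 176 of them at 0.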

For an investigation of the transcriptome differences of the PCgenes between normal (WS_0h) and stressed (WS_2h, WS_4h, WS_6h, WS_8h, WS_10h, and WS_12h) conditions, the differentially expressed PCgenes (DEpcGs) were analyzed (Supplemental Data Set S1). The up-regulated DEpcGs ranged from 1234 at WS-2h to 2732 at WS-6h and had similar gene numbers at WS-2h/WS-4h and WS-6h/WS-10h/WS-12h, respectively (Figure 1A). 

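Among the 22783 PCgenes tested with limma, 953 were up-regulated at WS_2h, 4390 at WS_4h, 2071 at WS_6h, 980 at WS_8h, 1791 at WS_10h and 1837 at WS_12h. The alternative that moved these counts most was a filter that kept PCgenes with a mean TPM above 5, which gave 2800 at WS_4h. When 1 library at a time was left out, the WS_2h count ran from 735 (without WS_2h replicate 2) to 1165 (without WS_2h replicate 1) and the WS_4h count from 4251 (without WS_0h replicate 1) to 4518 (without WS_4h replicate 2). In simulated data with the spread of these libraries and changes of 1.5 to 3 on the log2 scale, the test recovered 95% of 200 changed PCgenes at WS_4h and 95.5% at WS_8h, with 1 and 3 false calls. The changed PCgenes were drawn from those with a mean log2(TPM + 1) above 3, so these shares do not cover lower ones.

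**Figure D1:**
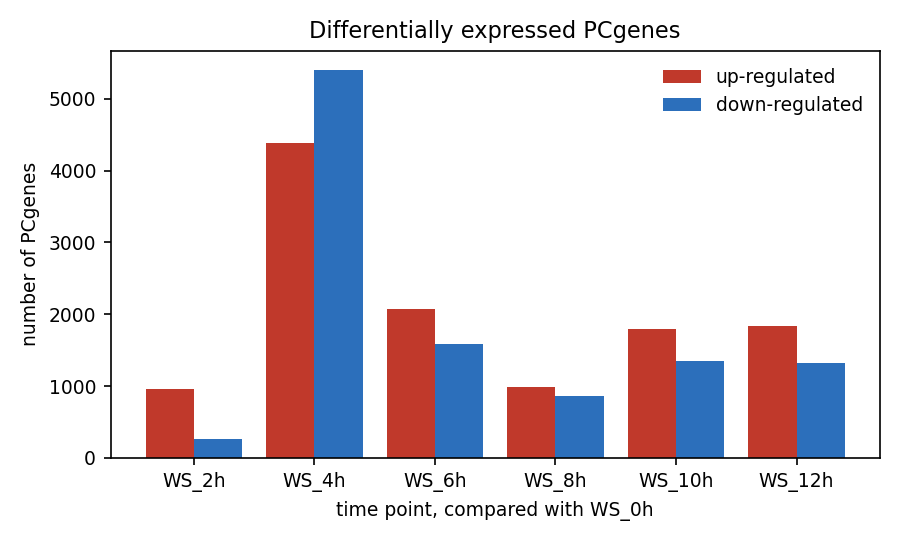
Number of PCgenes (vertical axis) up-regulated (red bars) and down-regulated (blue bars) at each time point against WS_0h (horizontal axis), from limma with 3 libraries per time point. The WS_4h bars reach 4390 and 5398, and no bar at another time point passes 2071.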

A total of 330 DEpcGs, including genes coding for enzymes involved in glycolysis and fermentation (*Zm00001d028759* encoded Pyruvate decarboxylase; *Zm00001d037689* encoded hexokinase7) and ethylene signaling related genes (*Zm00001d027622* encoded the C3HC4-type RING finger protein), were detected at all time points, and time point-specific differentially expressed genes (DEGs) numbered more than 70 in each sample. 

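Up-regulation at all 6 time points was found for 480 PCgenes. Zm00001d028759 rose from a mean of 87.6 TPM at WS_0h to 701 TPM at WS_2h and 2587 TPM at WS_4h, and its log2 fold change lay between 2.97 (WS_2h) and 4.87 (WS_4h) with a standard error of 0.15 (limma with Benjamini-Hochberg, highest adjusted p 6.72e-11). For Zm00001d037689 the log2 fold change lay between 2.38 (WS_8h, adjusted p 1.6e-05 by limma with Benjamini-Hochberg) and 4.49 (WS_6h), with a standard error of 0.31, and for Zm00001d027622 between 2.59 (WS_8h) and 4.52 (WS_6h), with a standard error of 0.19. All 18 libraries from WS_2h to WS_12h lay above the 3 WS_0h libraries for each of these PCgenes. The highest mean log2 fold changes over the 6 comparisons among the 480 belonged to Zm00001d008288 (8.50) and Zm00001d022084 (8.37), whose names are not paired with these IDs in the sources used here. Up-regulation at 1 time point alone was found for 42 PCgenes at WS_2h, 2873 at WS_4h, 154 at WS_6h, 37 at WS_8h, 23 at WS_10h and 77 at WS_12h.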

The down-regulated DEpcGs ranged from 555 at WS-2h to 2375 at WS-6h, which demonstrated the rapid growth of DEGs at WS-4h and a reduction at WS-8h (Figure 1B). These results suggest that the DEGs gradually accumulated in response to WS conditions in the early stage of stress (2 h, 1789 DEGs; 4 h, 3312 DEGs; 6 h, 5107 DEGs) and stably expressed during the late stage (10 h, 4654 DEGs; 12 h, 4506 DEGs).

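Down-regulated PCgenes numbered 261 at WS_2h, 5398 at WS_4h, 1587 at WS_6h, 863 at WS_8h, 1353 at WS_10h and 1316 at WS_12h. The WS_2h count depended on single libraries: it was 173 without WS_0h replicate 2 and 346 without WS_2h replicate 2. Down-regulation at all 6 time points was found for 119 PCgenes (72 without WS_0h replicate 2, and 44 with a filter on mean TPM above 5), with the lowest mean log2 fold changes in Zm00001d013261 (-4.32) and Zm00001d017422 (-3.45). For WS_4h alone, 3629 PCgenes were down-regulated at no other time point, against 6 to 103 at each of the other time points.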

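Both directions together gave 1214 DEpcGs at WS_2h, 9788 at WS_4h, 3658 at WS_6h, 1843 at WS_8h, 3144 at WS_10h and 3153 at WS_12h, and 11214 PCgenes were called at one or more time points, 6888 of them at only 1. Of the calls at WS_10h and WS_12h, 2718 PCgenes were called at both in the same direction and 0 in opposite directions. WS_4h and WS_6h shared 2723 PCgenes called in the same direction, and 64 were called in opposite directions. Differences between the counts themselves were not tested. From the numbers of DEGs at the successive time points, the paper proposes that DEGs accumulated gradually through the early stage of the stress and were stably expressed in the late stage.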

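For each of the 11214 PCgenes called at one or more time points, the 6 log2 fold changes were centred on the gene's own mean and divided by their standard deviation, so a value counts as high or low only relative to the other time points of the same gene. The most extreme of the 6 values fell at WS_4h for 8602 PCgenes (76.7%), above the gene's mean for 3523 and below it for 5079. Fuzzy c-means clustering with 9 clusters and a fuzzifier of 1.72 placed between 608 and 2135 PCgenes in a cluster. The centres of 7 clusters, holding 9952 PCgenes (88.7%), were most extreme at WS_4h, and those of the other two at WS_2h. A lower fuzzifier moved the cluster sizes most, to between 483 and 2865, with 6 clusters centred at WS_4h. Single libraries also decided 1 cluster: 6 instead of 7 were centred at WS_4h without WS_2h replicate 1 or 2, WS_4h replicate 1 or WS_8h replicate 2.

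**Figure D2:**
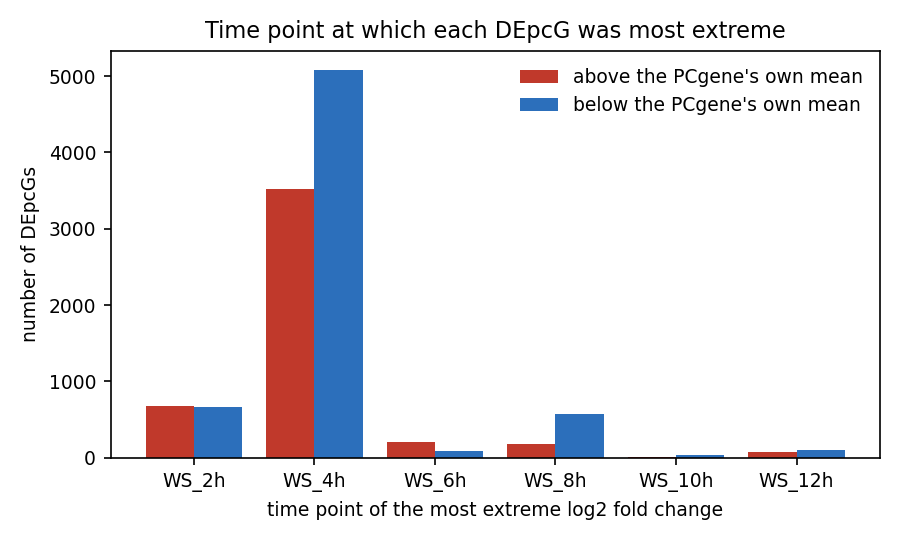
Number of DEpcGs (vertical axis) whose most extreme standardized log2 fold change fell at each time point (horizontal axis), above (red) or below (blue) the mean of the same PCgene over the 6 time points. WS_4h holds 3523 of the first and 5079 of the second kind, 76.7% of the 11214 DEpcGs.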

To globally provide an expression profile after WS conditions, expression models based on a log_2_ (foldchange) of DEpcGs were created and were neatly divided into nine clusters (Cluster1–Cluster9), including 4261 genes ranging from 351 to 665 in each cluster (Figure 1C,D). The KEGG enrichment analysis demonstrated that three clusters, cluster1, cluster3, and cluster6, were significantly (FDR < 0.05) enriched in a specific pathway (Figure 1D). 

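Of the genes examined for benzoxazinoid biosynthesis, Zm00001d048702, Zm00001d048703 and Zm00001d048705 had negative log2 fold changes at all 6 time points. At WS_4h these were -3.07, -4.48 and -4.53 (limma with Benjamini-Hochberg, adjusted p 8.32e-05, 2.42e-07 and 6.85e-06), with all 3 WS_4h libraries below all 3 WS_0h libraries in each gene. Zm00001d048702 had 49.66, 45.85 and 74.86 TPM at WS_0h and 2.59, 8.25 and 8.23 TPM at WS_4h. At WS_8h, replicate 1 of Zm00001d048702 lay at 46.73 TPM and the other two at 6.59 and 7.31 TPM. Its call there (-1.97) was lost without WS_0h replicate 3 (-1.75), WS_8h replicate 2 (-1.50) or WS_8h replicate 3 (-1.57), and that of Zm00001d048705 (-2.21) also without WS_0h replicate 1 (-2.14, against -1.99, -1.92 and -1.68 for the same 3). Zm00001d048710 is not listed among the PCgene values. The glycolysis genes Zm00001d052494 (pyruvate kinase) and Zm00001d034256 (phosphohexose isomerase 1) were up-regulated at all 6 time points, with log2 fold changes from 1.32 (WS_2h) to 2.02 (WS_6h) for the first and from 1.32 (WS_2h) to 3.08 (WS_4h) for the second. Their largest adjusted p values by limma with Benjamini-Hochberg were 3.01e-06 and 2.44e-04, both at WS_2h, where all 3 libraries lay above those of WS_0h.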

Four genes in Cluster1 (*Zm00001d048702* encoded indolin-2-one monooxygenase-like protein, *Zm00001d048703* encoded Cytochrome P450 71C1, *Zm00001d048705* encoded cytochrome P450 71C3, and *Zm00001d048710* encoded benzoxazinone synthesis 2) were enriched in benzoxazinoid biosynthesis, and 11 genes in Cluster2, including *Zm00001d052494* encoded pyruvate kinase and *Zm00001d034256* encoded phosphohexose isomerase 1, were enriched in glycolysis/gluconeogeneous (Figure S1). Cluster6 had the largest amount of DEpcGs and was enriched in four different pathways, including 24 genes (such as *Zm00001d022282*, *Zm00001d022283*, and *Zm00001d024752* encoded peoxidase) involved in phenylpropanoid biosynthesis, 9 genes (such as *Zm00001d017275*, *Zm00001d017276*, and *Zm00001d017279* encoded phenylalanine ammonia-lyase) involved in phenylalanine metabolism, 12 genes (such as *Zm00001d024850*, *Zm00001d024851*, and *Zm00001d024852* encoded 1-aminocyclopropane-1-carboxylate oxidase) involved in cysteine and methionine metabolism, and 10 genes involved in (α-) Linolenic acid metabolism (Figure S1). These significantly enriched metabolism pathways were tightly linked to the WS response. Moreover, a Gene Ontology (GO) analysis of Cluster1 to Cluster 9 also showed GO terms of the biological processes associated with WS conditions being significantly enriched in these clusters, except for Cluster9 (Figures S2–S9). For example, the cell wall related processes in Cluster1 and Cluster2 (Figures S2 and S3), the energy metabolism-related process in Cluster3 (Figure S4), the regulation related process in Cluster4 (Figure S5), and the stress response-associated process in Cluster6 (Figure S7) were significantly enriched.

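The named peroxidases fell little at WS_4h: the log2 fold change was -0.89 for Zm00001d022282, -0.88 for Zm00001d022283 and -0.65 for Zm00001d024752 (limma with Benjamini-Hochberg, adjusted p 0.00378, 0.0162 and 0.07), so none of them passed the fold threshold, although all 3, 2 and 3 of the WS_4h libraries lay below the WS_0h libraries. Without WS_0h replicate 3 or WS_4h replicate 2 Zm00001d022282 (-1.08 and -1.05) and Zm00001d022283 (-1.05 and -1.15) passed it, as did Zm00001d022282 with a pseudocount of 0.1 TPM (-1.45). The phenylalanine ammonia-lyase genes Zm00001d017275, Zm00001d017276 and Zm00001d017279 fell by 2.53, 3.90 and 2.81 on the log2 scale at WS_4h (adjusted p 8.66e-09, 3.5e-08 and 3.93e-07 by limma with Benjamini-Hochberg), in all 3 libraries. Their calls were confined to WS_4h in the fit of all libraries, but at WS_6h Zm00001d017276 and Zm00001d017279 were also called without WS_0h replicate 1 (-1.14 and -1.02) or WS_6h replicate 1 (-1.25 and -1.20). For Zm00001d024850, Zm00001d024851 and Zm00001d024852 no comparison was called. Their WS_8h replicate 3 lay at 13.99, 22.55 and 21.83 TPM, while the other two WS_8h libraries held no more than 0.54 TPM of any of them. Zm00001d024852 was called at WS_8h without WS_8h replicate 1 (2.42).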

### 3.2. Differential Response of the Transcription Factor Families Involved in WS Conditions

Transcription factors play vital roles in regulating gene expression under normal and stress conditions. To investigate the characterization of the transcription factors (TF) involved in WS conditions, an enrichment analysis of all the TF families of maize downloaded from PlantTFDB was conducted, which revealed that 15 TF families were significantly enriched during at least one time point (Figure 2A). The enrichment of NAC, including four up-regulated genes, *Zm00001d000112*, *Zm00001d012527*, *Zm00001d013003*, and *Zm00001d019027*; MYB, including seven down-regulated genes such as *Zm00001d011669* and *Zm00001d035918*; and AP2-EREBP, such as *Zm00001d031728* and *Zm00001d040651*, were observed at six time points, and bHLH, bZIP, AUX-IAA, and SRS were enriched at at least three time points. 

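All 3 listed NAC genes were up-regulated at all 6 time points, with log2 fold changes from 1.02 (WS_8h) to 2.33 (WS_4h) for Zm00001d000112, from 1.73 (WS_8h) to 4.38 (WS_4h) for Zm00001d012527 and from 1.38 (WS_8h) to 3.42 (WS_6h) for Zm00001d013003. The call of Zm00001d000112 at WS_8h was lost without WS_0h replicate 1 (1.00), WS_0h replicate 3 (0.85) or WS_8h replicate 3 (0.94). Zm00001d019027 is not in the PCgene list. Zm00001d035918 (MYB) was down-regulated at all 6 time points, from -1.10 (WS_2h, -0.96 and not called without WS_2h replicate 3) to -2.28 (WS_4h), and Zm00001d011669 (MYB) at the 5 time points from WS_4h on, with -3.53 at WS_4h and -0.92 at WS_2h, where it was called without WS_0h replicate 1 (-1.08) or WS_2h replicate 2 (-1.02). The AP2-EREBP genes Zm00001d031728 and Zm00001d040651 were up-regulated throughout, with highest values of 4.63 (WS_4h) and 6.38 (WS_6h). Standard errors of these fold changes ranged from 0.18 (Zm00001d035918) to 0.39 (Zm00001d012527), and the adjusted p by limma with Benjamini-Hochberg for Zm00001d040651 was 1.78e-13 at WS_4h, where all 3 libraries had risen.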

A total of 45 NACs were differentially expressed after WS, about half of which were up-regulated (Figure 2B). 

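Among named bHLH genes, Zm00001d027987 was up-regulated at all 6 time points, with log2 fold changes between 2.45 (WS_12h) and 3.73 (WS_2h) and a standard error of 0.15. Zm00001d013130 (0.75) and Zm00001d042263 (0.96) stayed below the fold threshold at WS_2h and were up-regulated at the other 5 time points, with 2.71 and 2.49 at WS_4h. For Zm00001d043699 the exception was WS_4h, at 0.66 (limma with Benjamini-Hochberg, adjusted p 0.014), with all 3 libraries above those of WS_0h. With a pseudocount of 0.1 TPM these exceptions were called too (1.95, 1.15 and 1.35). Zm00001d04512 is not in the PCgene list under this ID.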

Of the 48 bHLHs, 24 genes including five genes (*Zm00001d013130*, *Zm00001d027987*, *Zm00001d042263*, *Zm00001d043699*, and *Zm00001d04512*) at six time points were also up-regulated (Figure 2C). 

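Among named bZIP genes, Zm00001d005962 was up-regulated at all 6 time points, with log2 fold changes between 1.23 (WS_2h) and 2.86 (WS_4h). At WS_2h its call was lost without WS_0h replicate 3 (0.97) or WS_2h replicate 2 (0.96). Zm00001d017911 was called at 5 time points (0.56 at WS_2h, not called), and Zm00001d039065 at 4, with 3.82 at WS_4h and values of 0.79 at WS_2h and 0.53 at WS_8h that were not called in the fit of all libraries (1.01 and called at WS_2h with a pseudocount of 0.1 TPM). Zm00001d041920 was called at 5 time points, all but WS_8h (0.49, adjusted p 0.167 by limma with Benjamini-Hochberg, all 3 libraries above those of WS_0h). Zm00001d0012296 is not in the PCgene list under this ID.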

The up-regulated AP2-EREBP (Figure 2D) and bZIP including five up-regulated genes, *Zm00001d005962*, *Zm00001d0012296*, *Zm00001d017911*, *Zm00001d039065*, and *Zm00001d041920* (Figure 2F), were significantly enriched, whereas the down-regulated MYBs were also significantly enriched (Figure 2E). Investigations in plants have shown that group VII AP2-EREBP genes control flooding response and low-oxygen tolerance [62]. Of the 19 group VII AP2-EREBP genes in maize [46], eight genes were significantly up-regulated, implying that their potential functions regulate hypoxia response. These data demonstrated the discrepant performance of TFs under WS conditions.

### 3.3. Identification and Characterization of lncRNAs Responding to WS in the Root Tips of Maize Seedling

A total of 6098 transcripts (Table S3) were finally identified as lncRNAs in B73 seeding root tips, including 5662 lincRNAs and 436 lncNATs (Table S4). 

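The lncRNA values are TPM of 6098 transcripts in the same 21 libraries, made by the authors with RSEM over their merged assembly and so on another scale than the PCgene TPM. How far a whole library stood above or below the others was measured by its median-ratio scale factor, the median over the 2164 lncRNAs above 0 in all libraries of each TPM divided by the geometric mean of that lncRNA. This factor lay between 2.86 and 3.42 in the 3 WS_4h libraries and between 0.0906 and 0.613 in 5 libraries: WS_6h replicate 2 (0.128), WS_8h replicates 1 (0.0906) and 2 (0.613) and WS_12h replicates 1 (0.196) and 3 (0.324). In the other 13 libraries it lay between 1.27 and 1.63, and for PCgenes between 0.966 and 1.06 in all 21. Values at 0 came by whole time points: in 14068 combinations of a lncRNA and a time point all 3 libraries were listed at 0, and in 0 combinations were 1 or 2 of the 3. Between 3643 lncRNAs (WS_8h) and 4466 lncRNAs (WS_4h) were listed above 0 at a time point, and 52 were listed at 0 throughout. In 20 lncRNAs the values did not behave as TPM: 19 differed from library to library by 1 shared offset (within 0.1 TPM), and TCONS_00045823 held 1 value in every library.

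**Figure D3:**
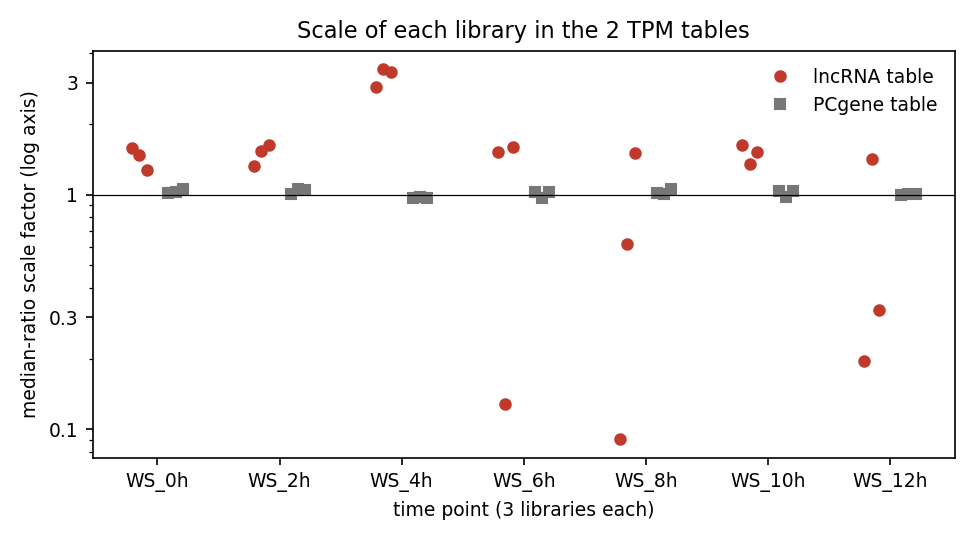
Median-ratio scale factor (vertical log axis) of each library by time point (horizontal axis, 3 libraries each) in the lncRNA table (red circles) and the PCgene table (grey squares). The lncRNA factors run from 0.0906 to 3.42, with all 3 WS_4h libraries at 2.86 or above, and the PCgene factors from 0.966 to 1.06.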

To clarify the characteristics of lncRNAs in maize root tips, the lengths, exon numbers, and expression levels of lincRNAs, lncNATs, and PCgenes were compared. The average lengths of the lincRNAs and lncNATs were 1044 nt and 1435 nt, respectively, which were shorter than PCgenes (3807 nt) (Figure 3A). Approximately 91% of the lincRNAs and 92% of lncNATs contained less than two exons, while only 42% of PCgenes had one or two exons (Figure 3B). Remarkably, about 29% of PCgenes had more than ten exons, whereas few lincRNAs and lncNATs were detected with this characteristic. Moreover, the normalized TPM demonstrated that the average TPM of PCgenes was higher than that of lincRNAs and lncRNAs (including lincRNAs and lncNATs) but lower than that of lncNATs (Figure 3C).

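Averaged over all listed PCgenes, TPM was 26.2 ± 2.05 (mean ± SD of the 21 library means), and averaged over all listed lncRNAs it was 117 ± 27.7. The median over PCgenes was 7.14 TPM and over lncRNAs 1.77 TPM, so the order of the groups turned with the summary used. The 10 most abundant lncRNAs held on average 36.1% of the lncRNA total, and without the 20 lncRNAs that did not behave as TPM, an alternative chosen after seeing the data, the lncRNA mean was 110. PCgene and lncRNA TPM were normalized separately, so the levels are not on 1 scale and were not tested against each other. lincRNAs and lncNATs were not told apart in the values used here.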

To identify the differentially expressed lncRNAs (DElncRs) that responded to WS conditions, the expression of lncRNA under stress was compared with expression under normal conditions (WS_0h). 

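All 6098 lncRNAs were tested in a limma fit of their own with the thresholds used for PCgenes. The median log2 fold change of all lncRNAs was 0.77 at WS_4h, -0.43 at WS_6h, -0.75 at WS_8h and -0.79 at WS_12h, and 0 at WS_2h and WS_10h, and after each library was divided by its scale factor it was 0 at all 6. Counts of up- and down-regulated lncRNAs therefore carry a shift of the whole table, and the rescaled counts are given with them. In simulated data with the spread of these libraries, the test recovered 8.5% of 200 lncRNAs changed at WS_4h and 6% at WS_8h in the TPM as listed, and 69.5% and 77% after rescaling. In this simulation, most changes of this size were therefore not detected in the values as listed. The changed lncRNAs were drawn from those of higher mean level, and the shift of whole libraries entered as independent spread. Far fewer lncRNAs were changed than were called in the data, so these shares do not tell how many real changes were missed. For a lncRNA listed at 0 at one of the compared time points no fold change is given.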

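At one or more of the 6 time points, differential expression was called for 4326 of the 6098 lncRNAs (limma with Benjamini-Hochberg), 2265 of them at only 1 time point. Calls at WS_4h numbered 3276, against 919 at WS_2h, 1236 at WS_6h, 1096 at WS_8h, 1328 at WS_10h and 1379 at WS_12h. Many of these calls compared a time point listed at 0 with one above 0: 862 of 919 at WS_2h, 1755 of 3276 at WS_4h, 1052 of 1236 at WS_6h, 869 of 1096 at WS_8h, 1220 of 1328 at WS_10h and 1039 of 1379 at WS_12h. The 4326 ran from 4021 (without WS_0h replicate 1) to 4692 (without WS_12h replicate 2) when single libraries were left out.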

A total of 3190 DElncRs were identified in at least one stress condition (Supplemental Data Set S2), which included over half the proportion of identified lncRNAs, indicating that the expression level of lncRNAs was significantly induced by WS conditions. The up-regulated lncRNAs ranged from 373 at Ws_2h to 757 at WS_6h, and 788 lncRNAs were identified in more than two stress conditions (Figure 3D). 

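Up-regulated lncRNAs numbered 387 at WS_2h, 2436 at WS_4h, 369 at WS_6h, 130 at WS_8h, 662 at WS_10h and 211 at WS_12h. After median-ratio rescaling they numbered 393, 1651, 640, 386, 643 and 625. The alternative that moved them most, chosen after seeing the data, kept only lncRNAs above 0 at both time points compared and gave 11, 1392, 1, 0, 14 and 1 (limma), with 5 at an unadjusted p under 0.05 for the 0 at WS_8h. The WS_6h count was 664 without WS_6h replicate 2, 231 without WS_6h replicate 1 and 229 without WS_6h replicate 3, and the WS_8h count 200 without WS_8h replicate 1. At 2 or more time points 731 lncRNAs were up-regulated, and at 3 or more 312. At all 6 time points 12 were, each of them listed at 0 at WS_0h (21 without WS_6h replicate 2, 18 without WS_8h replicate 1 and 8 without WS_8h replicate 2). After median-ratio rescaling these numbers were 901, 513 and 66.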

The down-regulated lncRNAs had similar performance to up-regulated lncRNAs, and 811 lncRNAs were detected in more than two stress conditions (Figure 3E). These DElncRs were clearly classified into ten clusters based on a normalized log_2_(foldchange), in which the specific expression tendency of lncRNAs was presented. For example, Cluster2 was specifically up-regulated at WS_6h, and Cluster9 was specifically down-regulated at WS_4h (Figure 3F).

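Down-regulated lncRNAs numbered 532 at WS_2h, 840 at WS_4h, 867 at WS_6h, 966 at WS_8h, 666 at WS_10h and 1168 at WS_12h, and after median-ratio rescaling 448, 1264, 728, 651, 607 and 797. Rescaling changed the share of up-regulated lncRNAs among the calls from 74.4% to 56.6% at WS_4h, from 29.9% to 46.8% at WS_6h, from 11.9% to 37.2% at WS_8h and from 15.3% to 44.0% at WS_12h. Without WS_8h replicate 3 the WS_8h count was 1527, and without WS_12h replicate 2 the WS_12h count was 1857. At 2 or more time points 1186 lncRNAs were down-regulated, and at 3 or more 906. At all 6 time points 152 were (82 in fits of only the time points compared, and 31 with a filter on mean TPM above 1). Each of the 152 was listed at 0 at one or more of these time points. After median-ratio rescaling these numbers were 1016, 697 and 122. Among lncRNAs above 0 at both time points compared, the set chosen after seeing the data, 8, 93, 47, 77, 12 and 129 were down-regulated.

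**Figure D4:**
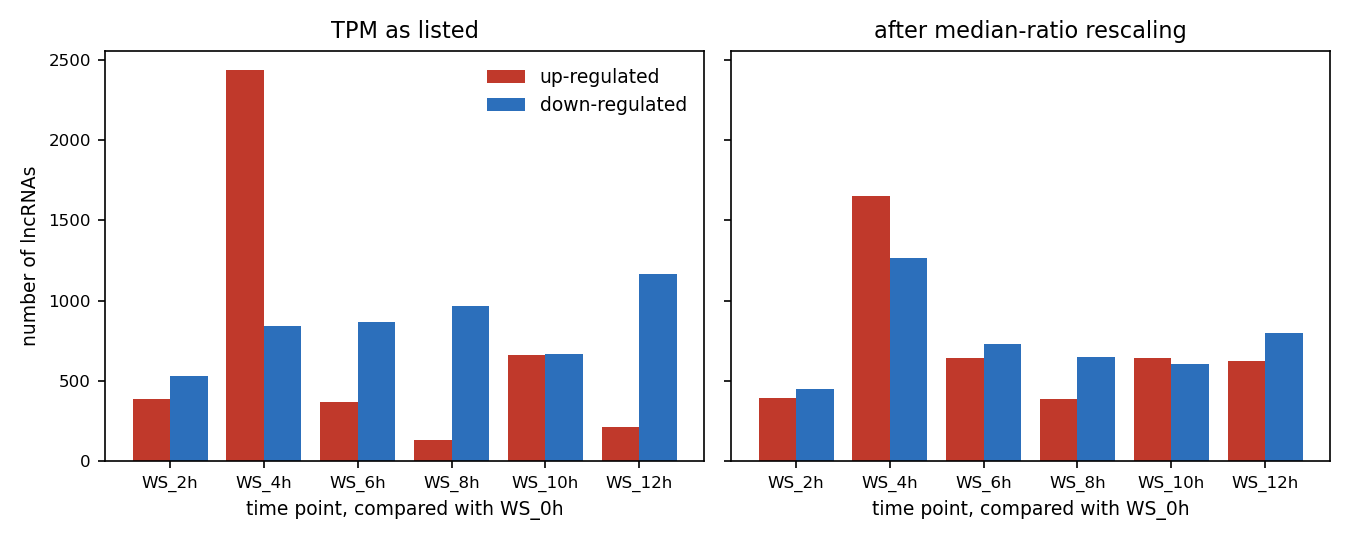
Number of lncRNAs (vertical axis) up-regulated (red) and down-regulated (blue) at each time point against WS_0h (horizontal axis), from TPM as listed (left) and after median-ratio rescaling of the libraries (right), by limma with 3 libraries per time point. The up-regulated bar at WS_4h falls from 2436 to 1651 and the down-regulated bar rises from 840 to 1264.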

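After 121 lncRNAs with equal fold changes at all time points were set aside, 4205 DElncRs were standardized and clustered in the same way as the DEpcGs, with 10 clusters. The most extreme value fell at WS_4h for 2889 of them (68.7%), above the lncRNA's own mean for 2577 and below it for 312. The clusters held between 88 and 933 lncRNAs, and 5 clusters with 3222 lncRNAs were centred at WS_4h. After rescaling, 2387 DElncRs (60.2%) were most extreme at WS_4h, 1510 above and 877 below their own mean.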

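A cluster of 100 lncRNAs had its centre most extreme at WS_6h, above the mean, and a cluster of 347 at WS_4h, below the mean. The remaining clusters away from WS_4h were all highest at their time point: 265 and 237 lncRNAs at WS_2h, 293 at WS_10h and 88 at WS_12h. Single libraries decide some of these clusters. At WS_6h no cluster was centred without WS_6h replicate 3, and one of 204 lncRNAs without WS_6h replicate 2. Without WS_12h replicate 2 the cluster centred at WS_12h was of the opposite direction, with 553 lncRNAs below the mean, and no cluster was centred at WS_12h without WS_0h replicate 1, WS_6h replicate 2, WS_8h replicate 1 or WS_10h replicate 1. None was centred at WS_8h with all libraries, but one of 199 lncRNAs above the mean was without WS_8h replicate 1, and one of 297 below the mean without WS_8h replicate 3. The WS_2h clusters fell to 1 without WS_2h replicate 1 (270 lncRNAs), WS_4h replicate 1 (263) or WS_4h replicate 3 (262). They also did without WS_8h replicate 3 (246) or WS_12h replicate 3 (265), and with a lower fuzzifier (238). After median-ratio rescaling the clusters held 287 lncRNAs at WS_2h, 258 at WS_6h, 256 at WS_8h, 202 at WS_10h and 290 at WS_12h, all above the mean.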

### 3.4. Association of the Expression Between lncRNAs and DEpcGs

To exploit the potential function of the lncRNAs involved in WS responses, a weighted gene co-expression network analysis (WGCNA) was performed. This analysis obtained 11 distinct modules shown in the dendrogram, in which major tree branches are labeled with different colors to highlight the different modules (Figure 4A). A total of 6035 lncRNAs were identified to be involved in 11 modules, ranging from one in the ‘purple’ module to 2677 in the ‘grey’ module (Table S5), indicating that the lncRNAs participated in the DEpcG regulation network. The modules closely related to WS response were of particular interest in this present study. Thus, the correlations between the modules and distinct samples were calculated, and we found that all the modules except ‘pink’ were significantly (*p* < 0.05) associated with at least one of the WS samples (Figure 4B). 

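Module membership was not used here, so each PCgene and lncRNA was correlated directly with the time points, coded 1 in the 3 libraries of a time point and 0 in the other 18. A Pearson correlation above 0.9 in absolute value with the WS_4h code was found for 2903 PCgenes (1699 positive and 1204 negative), with the WS_0h code for 132, and with the code of any other time point for 0. For lncRNAs the numbers were 155 at WS_0h, 71 at WS_2h, 697 at WS_4h, 11 at WS_6h, 19 at WS_8h, 76 at WS_10h and 33 at WS_12h. Random groups of 3 libraries, drawn 99 times, gave at most 0 PCgenes. They are no baseline for lncRNAs, whose zeros cover whole time points. Without WS_4h replicate 1 the PCgene number at WS_4h was 1625, and without WS_4h replicate 3 it was 1795. The number at WS_0h was 77, 84 and 77 without WS_0h replicates 1, 2 and 3. For lncRNAs, the number at WS_6h was 54 without WS_6h replicate 2 and 18 without WS_6h replicate 3, and at WS_12h it was 60 without WS_12h replicate 2. After median-ratio rescaling 51 lncRNAs followed WS_6h, 36 WS_8h and 69 WS_12h.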

An enrichment analysis of the DEpcGs in each WS-responded module was further conducted to identify the key metabolic pathways involving lncRNAs, and DEpcGs in five modules were significantly enriched, including ‘blue’ (EC2.7.11.1, MAPK signaling pathway), ‘brown’ (EC1.4.3.21, Phenylalanine metabolism; EC4.3.1.24, Phenylpropanoid biosynthesis), ‘red’ (EC2.5.1.99, Carotenoid biosynthesis), and ‘black’ (EC4.3.1.24, Phenylpropanoid biosynthesis), all of which play vital roles in the WS response. The DEpcGs and DElncRs involved in these pathways were screened for a further analysis according to their significant associations. For example, ‘blue’ was significantly related to WS_4h, and then the DElncRs at WS_4h were selected (Table S6).

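The PCgenes and lncRNAs that are named for the 'brown' module (8 PCgenes and 4 lncRNAs) were each correlated with the WS_4h code over the 21 libraries. All 12 correlations were negative, from -0.939 (Zm00001d008300) to -0.403 (TCONS_00077962). In an exact two-sided permutation test over all choices of 3 libraries, 10 of the 12 had an adjusted p under 0.05 after Benjamini-Hochberg correction over 26 named members of 4 modules. The exceptions were TCONS_00043110 and TCONS_00077962. For 7 of the 12 the exact p was 0.000752, the smallest that these choices can give (adjusted 0.00163 by Benjamini-Hochberg). Because the members were chosen by the authors on these libraries, this is not independent evidence. TCONS_00043110, TCONS_00077962 and TCONS_00084669 are listed at 0 for whole time points. Choices of 3 libraries are no baseline for them, so their p decides nothing. The 10 and the 7 each include TCONS_00084669. The lncRNA TPM were not rescaled for the correlations with a time point code, so those of lncRNAs also carry the shift of whole libraries.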

The ‘brown’ module was negatively related with WS_4h, and 22 DEpcGs and 35 DElncRs associated with the enriched pathway were down-regulated (Figure 4C). Most of these DEpcGs, including three genes (*Zm00001d003015*, *Zm00001d051166*, and *Zm00001d017276*) encoding phenylalanine ammonia-lyase and four genes (*Zm00001d024740*, *Zm00001d024753*, *Zm00001d007161*, and *Zm00001d008300*) encoding peroxidase. 

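The named phenylalanine ammonia-lyase genes Zm00001d003015 and Zm00001d051166 changed by -2.81 and -3.33 on the log2 scale at WS_4h. Among the peroxidase genes the change was -1.71 for Zm00001d024740, -1.95 for Zm00001d024753, -2.88 for Zm00001d007161 and -5.30 for Zm00001d008300 (adjusted p 7.18e-11 for the last by limma with Benjamini-Hochberg, in all 3 libraries). Zm00001d008300 had a mean of 104 TPM at WS_0h, 1.68 TPM at WS_4h and 36.0 TPM at WS_6h, and its 3 WS_4h libraries (2.21, 1.58 and 1.26 TPM) lay below every other library. Zm00001d024740 was a low-level gene, with 2.13 to 4.86 TPM at WS_0h.

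**Figure D5:**
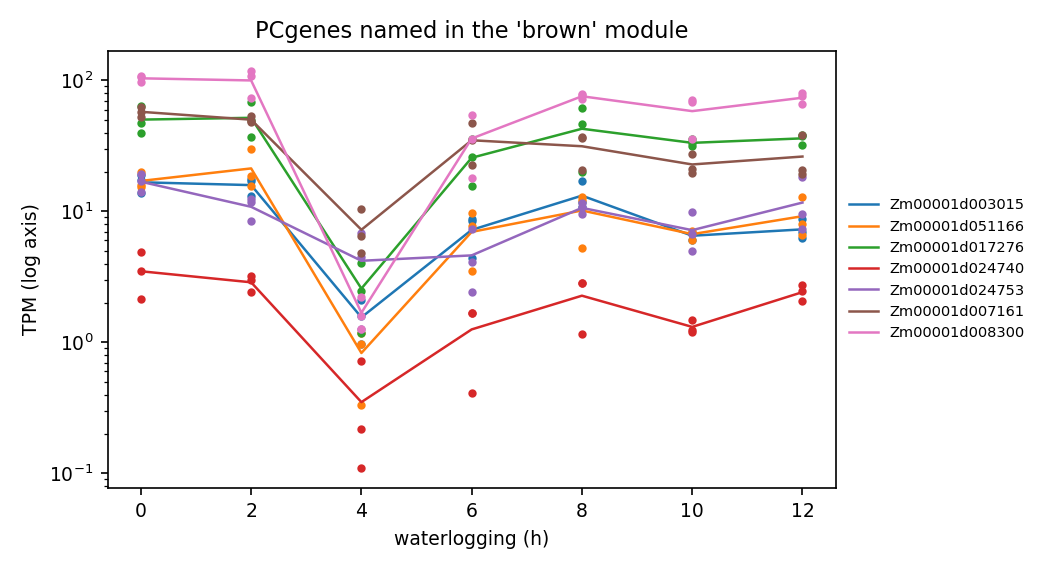
TPM (vertical log axis) of the 7 named phenylalanine ammonia-lyase and peroxidase genes of the 'brown' module over 0 h to 12 h of waterlogging (horizontal axis); points are single libraries and lines join the means of 3 libraries. All 7 means are lowest at 4 h.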

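At WS_4h, TCONS_00043110, TCONS_00077962 and TCONS_00084669 were listed at 0 in all 3 libraries. At WS_0h their libraries held 3.45, 3.87 and 2.99 TPM, 1.37, 1.58 and 1.74 TPM, and 118.92, 151.93 and 120.29 TPM. TCONS_00043110 was also listed at 0 at WS_6h and TCONS_00077962 at WS_12h. TCONS_00105920 fell from a mean of 77.5 TPM at WS_0h to 5.80 TPM at WS_4h, a log2 fold change of -3.57 with a standard error of 0.84 (limma with Benjamini-Hochberg, adjusted p 0.00143), and was lower in all 3 WS_4h libraries than in any WS_0h library.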

Over half of the DElncRs (such as *TCONS_00043110*, *TCONS_00077962*, *TCONS_00084669*, and *TCONS_00105920*) had high eigengene connectivity. The ‘blue’ group was positively associated with WS_4h; seven up-regulated DEpcGs were involved in the MAPK signaling pathway, and 64 DElncRs were up-regulated at WS_4h (Figure 4D). 

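Of the 10 PCgenes and lncRNAs named for the 'blue' module, 6 had a positive correlation with the WS_4h code at an adjusted p under 0.05 by the exact permutation test with Benjamini-Hochberg correction. The correlations ranged from 0.0167 (Zm00001d016924) to 0.977 (TCONS_00149876), and the other 4 were Zm00001d016924, Zm00001d037719, Zm00001d041920 and TCONS_00124833. The 6 include TCONS_00166326, TCONS_00060596 and TCONS_00149876, which, like TCONS_00124833, are listed at 0 for whole time points. Choices of 3 libraries are no baseline for these lncRNAs, so their p decides nothing.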

Of the seven DEpcGs, six genes (*Zm00001d012263* encoded the serine/threonine-protein kinase SAPK4, *Zm00001d016924* encoded the ETHYLENE INSENSITIVE 3-like 5 protein, *Zm00001d020939* encoded the EIL transcription factor, *Zm00001d037719* encoded the CAPIP1, *Zm00001d041920* encoded the transcription factor PosF21, and *Zm00001d047017* encoded putative HLH DNA-binding domain superfamily protein had higher connectivity to lncRNAs, whereas only a few DElncRs, such as *TCONS_00166326*, *TCONS_00060596*, and *TCONS_00149876*, had a higher connection. 

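All 6 named PCgenes were up-regulated at WS_4h, with log2 fold changes of 1.89 (Zm00001d012263), 1.77 (Zm00001d016924), 1.96 (Zm00001d020939), 1.39 (Zm00001d037719), 1.31 (Zm00001d041920) and 1.87 (Zm00001d047017), and the largest adjusted p among them was 5.89e-05 (limma with Benjamini-Hochberg, Zm00001d041920, higher in all 3 libraries). Zm00001d016924 was higher at WS_6h (3.14) than at WS_4h. At WS_0h, WS_2h and WS_8h the lncRNAs TCONS_00166326, TCONS_00060596 and TCONS_00149876 were listed at 0, and at WS_4h they held 3.69, 6.69 and 8.10 TPM, 47.46, 19.85 and 27.98 TPM, and 23.09, 19.00 and 27.51 TPM.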

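Zm00001d018819 (nine-cis-epoxycarotenoid dioxygenase 5) was down-regulated from WS_4h to WS_12h, with -2.36 at WS_4h on the log2 scale (limma with Benjamini-Hochberg, adjusted p 9.34e-06, in all 3 libraries). At WS_2h its change of -0.90 was not called, but was without WS_0h replicate 1 (-1.38) or WS_2h replicate 2 (-1.23). TCONS_00092298 changed by -2.26 at WS_4h, from a mean of 177 TPM to 37.6 TPM (adjusted p 0.0219 by limma with Benjamini-Hochberg, in all 3 libraries), a call that was lost without WS_0h replicate 2 (-2.17) or WS_4h replicate 1 (-1.99). Its correlation with the WS_4h code was -0.121 (exact permutation p 0.617, adjusted 0.669 by Benjamini-Hochberg), and that of Zm00001d018819 -0.458 (exact permutation p 0.0338, adjusted 0.0489 by Benjamini-Hochberg). The lncRNA TPM were not rescaled for this step, and the WS_4h libraries had the highest scale factors. The -0.121 therefore does not show that TCONS_00092298 fails to follow WS_4h.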

Only one DEpcG (*Zm00001d018819*, encoding nine-cis-epoxycarotenoid dioxygenase 5) was involved in carotenoid biosynthesis, and 28 down-regulated DElncRs at WS_4h were detected in the ‘red’ module (Figure 4E), which were connected with more than 15 DElncRs. 

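Zm00001d029280 rose at every comparison, with log2 fold changes of 1.70 at WS_2h, 4.26 at WS_4h and 5.26 at WS_12h, from 1.05, 1.05 and 0.28 TPM at WS_0h to 87.02, 66.27 and 49.98 TPM at WS_12h (limma with Benjamini-Hochberg, adjusted p 4.26e-10 at WS_12h, in all 3 libraries). Its correlation with the WS_12h code was 0.360 (exact permutation p 0.0782, adjusted 0.0924 by Benjamini-Hochberg).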

The ‘black’ module was positively associated with WS_12h, and 12 up-regulated DEpcGs and 10 up-regulated DElncRs were identified (Figure 4F). All of these EDpcGs encoded peroxidase, and most of them had relative higher epigen gene connectivity than DElncRs, except *TCONS_00177501*. These results collectively demonstrated that the expression of lncRNAs was regulated in a similar way with PCgenes involved in these key pathways to respond to WS conditions.

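TCONS_00177501 was listed at 0 in all libraries from WS_0h to WS_6h. It held 63.29, 79.52 and 73.95 TPM at WS_8h, 71.59, 88.21 and 85.41 TPM at WS_10h, and 83.61, 87.02 and 72.75 TPM at WS_12h. Its correlation with the WS_12h code was 0.478 (exact permutation p 0.0173, adjusted 0.0293 by Benjamini-Hochberg). With zeros over whole time points, choices of 3 libraries are no baseline, so this p decides nothing about WS_12h.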

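Each named PCgene was paired with each named lncRNA of its module, giving 58 pairs (32 'brown', 24 'blue', 1 'red' and 1 'black'). Over the 21 libraries, the Pearson correlation of log2(TPM + 1) was positive with an adjusted p under 0.05 in 50 pairs and Spearman's rho in 56 (permutation tests with Benjamini-Hochberg over the 58 pairs). The libraries fall into groups by time point, so the correlation was also computed on deviations from the time point means, where it ranged from -0.413 to 0.569. With this step 0 of the 58 pairs had an adjusted p under 0.05, and 3 had an unadjusted p under 0.05 (permutation test). The lncRNA values were not rescaled for this step, and library scale factors differed widely within some time points (0.0906 to 1.50 at WS_8h). The step therefore cannot show whether the members of a pair vary together within time points. No correlation apart from the differences between time points was shown. Without the 2 libraries farthest from the median of the PCgene, 43 pairs had an adjusted p under 0.05, and in 49 pairs the lncRNA was listed at 0 at one or more time points. For Zm00001d015618 and TCONS_00105920 the correlation was 0.598 (permutation p 0.00397, adjusted 0.00687 by Benjamini-Hochberg) and rho 0.579 (permutation p 0.00693, adjusted 0.00804), it was 0.461 (adjusted 0.0664) without WS_4h replicates 1 and 3, the farthest, and -0.158 within time points. For Zm00001d018819 and TCONS_00092298 it was 0.596 (permutation p 0.00456, adjusted 0.00735 by Benjamini-Hochberg), rho 0.681 (permutation p 0.00099, adjusted 0.00198), 0.434 (adjusted 0.0770) without WS_0h replicates 2 and 3, and 0.102 within time points. For Zm00001d029280 and TCONS_00177501, and for Zm00001d012263 and TCONS_00124833, the lncRNA splits the libraries into a cluster listed at 0 and a cluster far above it, so no pooled value is given, and within time points the correlations were 0.138 and 0.115. From the modules and their named members, the paper concludes that lncRNA expression was regulated in a similar way to the PCgenes of these pathways in response to WS.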

### 3.5. The Expression of DElncRs Is Positively Associated with Waterlogging Tolerance

To verify the expression levels of DEpcGs and DElncRs in each module, 20 DEpcGs and 18 DElncRs were randomly selected to quantify their expression in B73 seedling root tips using qRT-PCR. The expression levels of DEpcGs and DElncRs were in agreement with the RNA-Seq data and the qRT-PCR experiment (Figure 5A, Tables S7 and S8), and significantly higher correlations between them were detected (Figure 5B,C). 

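On the RNA-seq side, the change at WS_4h was also expressed as the log2 ratio of the mean TPM at WS_4h and WS_0h, without a pseudocount. It was 2.23 for Zm00001d012263, 5.95 for Zm00001d016924, 1.42 for Zm00001d037719, -4.29 for Zm00001d017276, -4.79 for Zm00001d015618, -5.95 for Zm00001d008300 and -3.74 for TCONS_00105920. qRT-PCR values were not analysed here.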

In order to analyze the co-expression profile of DEpcGs and DElncRs in the same module among 32 different genotypes, four pairs of DEpcGs and DElncRs (*Zm00001d029280* and *TCONS_00177501* in ‘black’; *Zm00001d012263* and *TCONS_00124833* in ‘blue’; *Zm00001d015618* and *TCONS_00105920* in ‘brown’; *Zm00001d018819* and *TCONS_00092298* in ‘red’) were chosen to analyze their expressions among the 32 maize inbred lines at WS_0h and WS_4h; the expression correlation among the phenotypes of survival rate (SR) after a long-term WS condition [48] for the DEpcGs and DElncRs in each pair was calculated. High correlations between DEpcGs and DElncRs, ranging from 0.58 to 0.72, were commonly displayed in the four modules, indicating that the co-expression of PCgenes-lncRNA occurred among different genotypes in response to WS conditions (Figure 5D, Table S9). The expression of DEpcGs and DElncRs was also significantly correlated with the phenotype of SR, for which *Zm00001d029280* and *TCONS_00177501* in the “black” module were negatively correlated with SR, and the other three DEpcGs and three DElncRs in the other three modules were positively correlated with SR, suggesting their roles in waterlogging tolerance. These data further indicated that the expression of lncRNAs (such as *TCONS_00177501*) and PCgenes (such as *Zm00001d029280*) may coordinate the tolerance under waterlogging condition.

### 3.6. Most of the DElncRs Were Localized within the Previously Mapped Quantitative Trait Loci (QTL)

The DElncRs localized within known QTL regions could also be considered candidates to regulate waterlogging tolerance. We thus investigated the DElncRs involved in key WS-responding metabolic pathways in ‘blue’, ‘brown’, ‘red’, and ‘black’. A total of 137 DElncRs (Table S6) were mapped to 10 chromosomes, and approximately 59% (81 of 137) of DElncRs were localized within the previously mapped QTL, of which only the DElncRs in chromosome 9 were not within any QTL regions (Figure 6). Moreover, about 47% (38 of 81) of co-localized DElncRs were mapped within more than two QTL regions. For example, the *TCONS_00092298* in chromosome 4 is located within three QTL [63,64,65] associated with six phenotype traits (PH, RA2nd, SDW, TDW, and RDW), *TCONS_00131183* in chromosome 5 is located within four QTL [29,63,66,67] controlling the phenotypes of PH and RA, and *TCONS_00089956* in chromosome 3 is located within three QTL [63,68] controlling the RA, GY, and RLod. These results demonstrate that DElncRs may also affect phenotype variations in response to WS.

### 3.7. Conserved Anoxic Motif in the DElncR Promoter

A total of 145 up-regulated DElncRs were ultimately identified to analyze their conserved motifs in the promoter region. 

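The filter on baseMean rests on read counts and was not repeated here. With a log2 fold change above 1.5 and the adjusted p of limma with Benjamini-Hochberg, 2531 lncRNAs were up-regulated at one or more time points (261 at WS_2h, 2144 at WS_4h, 258 at WS_6h, 110 at WS_8h, 450 at WS_10h and 179 at WS_12h). Of these 2531, 1295 were listed at 0 at WS_0h. After median-ratio rescaling the number was 1688 (247, 1214, 386, 242, 398 and 366 in the same order), with 969 listed at 0 at WS_0h.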

The elements responding to three stresses were discovered; 88.3% (128 of 145), 43.4% (63 of 128), and 31.0% (45%) of these DElncRs had anoxic (anoxia response element, ARE; GC-motif), drought (MBS), and low-temperature (LTR) properties, respectively (Table 1). 

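TCONS_00051666 was not called at any time point: at WS_4h its log2 fold change was 1.35 with a standard error of 0.95 (limma with Benjamini-Hochberg, adjusted p 0.249, all 3 libraries above those of WS_0h). Its WS_8h libraries held 29.38, 286.69 and 843.96 TPM, against 504.6, 620.09 and 474.15 TPM at WS_0h. After rescaling it was called up-regulated at WS_2h, WS_6h, WS_10h and WS_12h, and its change at WS_12h turned from -0.26 to 1.42 and at WS_8h from -1.45 to 0.26. The pairwise fit called it up-regulated at WS_2h, WS_4h and WS_10h. Single libraries mattered as well: without WS_8h replicate 3 it was called at WS_8h (-2.50), and without WS_12h replicate 1 its WS_12h change was 0.070. TCONS_00034141 was listed at 0 at WS_0h and held 27.64, 50.40 and 49.00 TPM at WS_4h. TCONS_00043489 held 45.09, 37.85 and 52.55 TPM at WS_4h and 2.30, 0.14 and 3.12 TPM at WS_6h, and was listed at 0 at the other 5 time points.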

A few DElncRs had more than two anoxic elements; for example, *TCONS_00051666* had five ARE motifs, *TCONS_00034141* had four GC-motifs, and *TCONS_00043489* had one ARE and one GC-motif. Moreover, the responsiveness elements of abscisic acid, MeJA, auxin, gibberellin acid, and salicylic acid were also found in the DElncRs promoter, covering DElncRs ranging from 21.4% to 77.9%. These data suggest that the DElncRs were responding to stress and hormone stimuli, specifically under anoxic conditions.

## 4. Discussion

Investigating the mechanisms of gene regulation underlying WS conditions will contribute to a better understanding of the molecular basis for waterlogging tolerance and help maize adapt better to WS. Although the transcriptomic response involved in waterlogging conditions has been studied in previous works [10,11,45], there are few investigations focusing on early response, especially for the regulatory lncRNAs that participate in low-oxygen metabolism. The overall goal of the present study was to determine the transcriptional responses associated with the early stages of WS and characterize the role of the lncRNAs involved in key hypoxia-metabolic pathways via an RNA-Seq approach. Thus, the root samples of B73 seedlings subjected to WS for less than 12 h were collected, and the expressions of PCgenes and lncRNAs were cataloged, which revealed the important role of DElncRs in hypoxia-signaling in response to WS. The results of our comprehensive transcriptome analysis will help expand our knowledge on metabolic pathways during waterlogging in maize.

The major characteristic of waterlogged organs is their dramatically decreased concentration of oxygen, which leads to the alteration of the metabolic pathway from aerobic to anaerobic respiration [1,3]. The physiological responses, such as accumulated hydrogen peroxide will cause toxicity to plant cells, but the expressions of genes encoding antioxidant/metabolic enzymes are rapidly induced to maintain homeostasis. Signal transduction, protein degradation, ion transport, and carbon and amino acid metabolism played important roles during the late stage of WS (12–24 h) [11]. Furthermore, energy-production, programmed cell death, aerenchyma formation, and ethylene responsiveness were the main pathways adapted to long-term WS (5 days) [10]. The analysis of early responses to waterlogging in the present study also demonstrated that the expressions of a large number of genes changed, and DEpcGs were enriched in vital metabolic pathways (Figure 1, Table S2). These DEpcGs were classified into nine clusters, among which three clusters (Clusters 1, 3, and 6) were significantly enriched in different KEGG pathways (Figure 1, Figure S1), and eight clusters were enriched in GO terms (Figures S2–S9). The glycolysis/gluconeogenesis pathway, which produces energy and recycles carbon for other pathways to survive, was found to be up-regulated, indicating this pathway’s underlying central role in WS in early, late, and long-term responses. For example, six up-related genes, including *Zm00001d017121* encoded glyceraldehyde-3-phosphate dehydrogenase 4, *Zm00001d012103* encoded aldolase2, *Zm00001d034256* encoded phosphohexose isomerase1, *Zm00001d028759* encoded pyruvate decarboxylase isozyme 3, *Zm00001d037689* encoded hexokinase7, and *Zm00001d010588* encoded pyruvate decarboxylase1. 

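Zm00001d017121 and Zm00001d012103 were up-regulated at all 6 time points, with log2 fold changes from 1.08 (WS_2h) to 2.72 (WS_12h) and from 1.28 (WS_8h) to 1.98 (WS_6h), and the largest adjusted p by limma with Benjamini-Hochberg were 0.00289 and 3.33e-04, with all 18 later libraries above those of WS_0h in both. The WS_2h call of Zm00001d017121 was lost without WS_0h replicate 2 (0.86) or WS_2h replicate 1 (0.86). Zm00001d010588 changed most, from 0.33, 0.31 and 0.24 TPM at WS_0h to 24.73, 101.64 and 85.15 TPM at WS_2h and a mean of 843 TPM at WS_12h, with log2 fold changes between 5.56 and 9.35 (standard error 0.34). At WS_8h its 3 libraries (229.68, 273.38 and 226.70 TPM) lay below all WS_6h and WS_10h libraries.

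**Figure D6:**
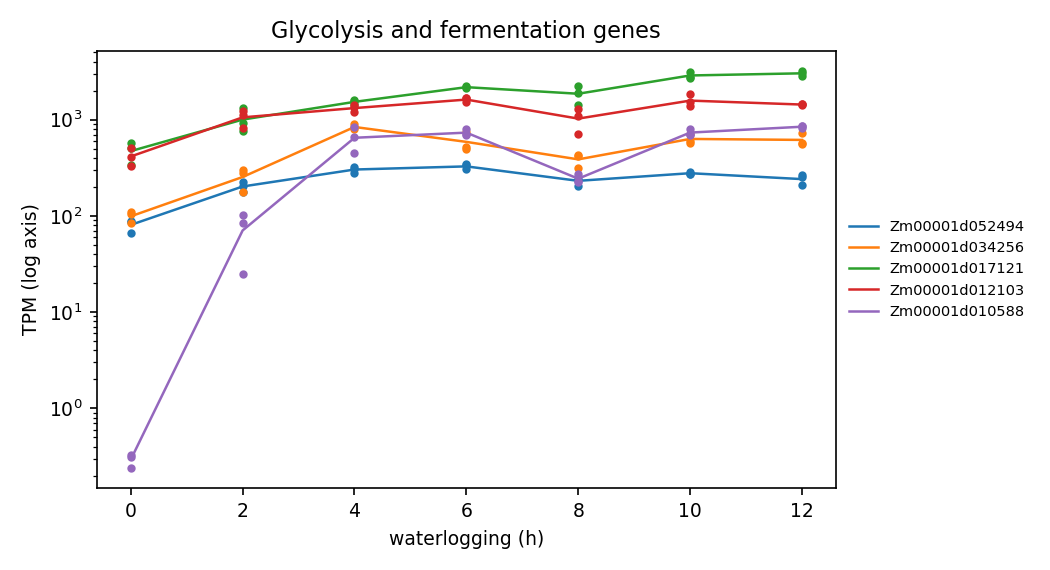
TPM (vertical log axis) of 5 glycolysis and fermentation genes over 0 h to 12 h of waterlogging (horizontal axis); points are single libraries and lines join the means of 3 libraries. Each mean from 2 h on lies above the mean at 0 h, and Zm00001d010588 rises from 0.293 to 843 TPM.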

The genes involved in glycolysis and fermentation in the present study were also up-regulated after five days WS in the tolerant line HKI1105 [10]. The phenylpropanoid biosynthesis pathway was significantly enriched, in which 22 genes were down expressed, including seven peroxidases (*Zm00001d007952*, *Zm00001d022282*, *Zm00001d022283*, *Zm00001d024752*, *Zm00001d037547*, *Zm00001d037550*, *Zm00001d046035*, and *Zm00001d050572*), which are enzyme scavengers for reactive oxygen species (ROS), demonstrating that ROS metabolism was also regulated during the early stage. Moreover, ethylene biosynthesis related genes, including six 1-aminocyclopropane-1-carboxylate (ACC) oxidase, such as *Zm00001d024843*, *Zm00001d024850*, and *Zm00001d024851*, which were up-regulated during the early stage, as well as one up-regulated ACC synthase (*Zm00001d026060*), were significantly enriched in the cysteine and methionine metabolism pathway. 

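The other named peroxidases did not move together. At WS_4h, Zm00001d037547 was down-regulated with a log2 fold change of -1.48 and Zm00001d050572 with a fall from a mean of 12.5 TPM to 4.34 TPM (limma with Benjamini-Hochberg, adjusted p 1.33e-05 and 2.85e-04, each in all 3 libraries), and Zm00001d037550 changed by 0.51 (adjusted p 0.149 by limma with Benjamini-Hochberg, with 2 of 3 libraries above those of WS_0h). Zm00001d046035 was listed at 0 at WS_0h, held 0.48, 0.16 and 0.50 TPM at WS_4h, and at WS_8h held 0, 0.76 and 16.53 TPM. Zm00001d007952 is not in the PCgene list. None of the 6 peroxidases with a fold change was called at a time point other than WS_4h in the fit of all libraries, although Zm00001d037550 at WS_6h (0.99) was called after rescaling (1.02), with a pseudocount of 0.1 TPM (1.05) and without WS_0h replicate 1 (1.10), WS_0h replicate 2 (1.06) or WS_6h replicate 3 (1.11), and at WS_12h without WS_12h replicate 3 (1.05).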

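Zm00001d024843 went in both directions, with log2 fold changes of 1.13 at WS_2h, -1.33 at WS_4h, 1.49 at WS_6h and -0.05 at WS_8h and a standard error of 0.57. At WS_12h it changed by 1.22, which was called in the pairwise fit and without WS_8h replicate 1 or 3. The WS_4h and WS_6h changes had adjusted p of 0.0436 and 0.0465 (limma with Benjamini-Hochberg), with 2 and 3 libraries beyond those of WS_0h. The WS_6h call was lost without any 1 of the 6 WS_0h and WS_6h libraries (1.26 to 1.72, lowest without WS_0h replicate 1), and the WS_4h call after rescaling (-1.24) and without WS_0h replicate 2 (-1.33), WS_0h replicate 3 (-1.09), WS_4h replicate 1 (-0.91) or WS_4h replicate 3 (-1.24). The ACC synthase gene Zm00001d026060 was up-regulated at WS_2h (1.28, adjusted p 0.0148 by limma with Benjamini-Hochberg) and WS_6h (1.36, adjusted p 0.00294), in all 3 libraries of each, and changed by -0.86 at WS_4h. Its WS_2h call was lost without WS_0h replicate 1 (0.99) or WS_2h replicate 2 (1.02), and its WS_4h change was called without WS_0h replicate 1 (-1.16) or WS_4h replicate 2 (-1.11).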

Ethylene signaling controls oxygen sensing under hypoxia conditions. 

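Zm00001d027302, Zm00001d002896 and Zm00001d032849 were up-regulated at all 6 time points. Their log2 fold changes ran from 1.56 (WS_8h) to 3.38 (WS_4h), from 1.83 (WS_8h) to 4.13 (WS_4h) and from 3.63 (WS_8h) to 4.83 (WS_6h), with standard errors of 0.17, 0.17 and 0.21. The largest adjusted p of the 18 comparisons was 1.78e-06 (limma with Benjamini-Hochberg, Zm00001d027302 at WS_8h), and all 18 later libraries of each gene lay above those of WS_0h.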

A previous study showed that many genes were involved in the ethylene-response related pathway [10], in which nine genes, such as *Zm00001d027302* encoding the SKP1-like protein 21, *Zm00001d002896* encoding TUB-transcription factor 4, and *Zm00001d032849* encoding RING/U-box superfamily protein (Table S2), adapted to long-term stress were up-regulated during the early response. These data collectively demonstrated that the hypoxia response pathways were activated during early stress conditions. 

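Across the time course, the benzoxazinoid genes Zm00001d048703 and Zm00001d048705 were lowest at WS_4h and WS_6h (-4.18 and -4.13 at WS_6h) and less changed at WS_8h (-2.45 and -2.21), WS_10h (-3.28 and -3.03) and WS_12h (-2.90 and -2.72). At WS_8h replicate 1 stood apart, with 29.9 and 49.5 TPM, against 5.97 and 5.67, and 9.83 and 6.84 TPM, in the other 2 libraries. The WS_8h call of Zm00001d048705 was kept in only 2 of the 6 fits without 1 of its WS_0h or WS_8h libraries. The WS_2h change of Zm00001d048703 (-1.63, adjusted p 0.0413 by limma with Benjamini-Hochberg, in all 3 libraries) passed the thresholds in only 1 of the 6 fits without 1 of its WS_0h or WS_2h libraries, the fit without WS_2h replicate 1.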

Interestingly, four down-regulated genes involved in benzoxazinoid biosynthesis and 10 genes involved in the (α-) linolenic acid metabolism pathways were also significantly enriched, suggesting that they may play important roles in regulating early responses to WS.

Transcription factors, like DNA binding proteins, are involved in various growth, development, and stress response processes. Previous studies on *Arabidopsis* have reported that heat shock factors (HSFs), ethylene response-binding proteins, MADS-box proteins, the AP2 domain, leucine zipper, zinc finger, and WRKY factors increased in response to oxygen deprivation [6,7,60,61]. A comparative transcriptome analysis of tolerant and sensitive lines in maize and rice also demonstrated that ethylene response-binding proteins play a vital role in enhancing tolerance [9,45]. A total of 39 up-regulated AP2-EREBP genes, the major downstream components of ethylene signaling, were significantly enriched in the present study (Figure 2), among which eight genes belonged to group VII ERFs, implying the important roles of their responses to hypoxia in maize, as described in Arabidopsis and rice [62]. Moreover, a significant enrichment of the transcription factors of the bZIP, MYB, NAC, bHLH, AUX-IAA, LOB, HB, and GRAS genes was also detected (Figure 2), suggesting that multiple TF families are also directly involved in responses to low-oxygen in maize root tips.

Many studies have been conducted to investigate the transcriptomes of PCgenes in response to WS condition in plants such as *Arabidopsis*, rice, maize, cotton, and soybean [7,9,11,69,70]. However, there are few investigations centered on lncRNAs responding to WS. Indeed, lncRNAs are a diverse class of RNAs engaged in numerous biological processes [16]. With the development of high-throughput sequencing techniques, increasing numbers of functional lncRNAs have been identified, which, together with PCgenes, have been employed to reveal the high level of complexity of eukaryotic transcriptomes [71]. In this research, maize inbred line B73 was used to identify WS-related lncRNAs, and a total of 6099 high-confidence lncRNAs were identified in the roots, of which 5662 were lincRNAs and 436 were lncNATs; these quantities are far more than those reported by Li et al. [21], which may be due to the tissue specificity and updated reference genome of maize. Over half of these lncRNAs (3190) were differentially expressed under WS and the ten clear expression tendencies of DElncRs were clustered (Figure 3), indicating that lncRNAs with different catalogs directly responded to WS, which provides proof of lncRNA’s involvement in low-oxygen responses.

One of the main objectives of this study was to determine whether lncRNAs are involved in the regulation of key metabolic pathways in response to WS in root tips. A co-expression network analysis of DEpcGs and lncRNAs was conducted and showed that 10 of 11 modules were significantly associated with at least one WS trait (Figure 4), suggesting the potential association between PCgenes and lncRNAs in regulating hypoxia response. Remarkably, four modules (‘brown’, ‘blue’, ‘red’, and ‘black’) were significantly enriched in three metabolic pathways, including phenylpropanoid biosynthesis, MAPK signaling, and carotenoid biosynthesis, which are popular pathways that respond to hypoxia [1]; 137 DElncRs were involved in these pathways, indicating their vital roles in regulated hypoxia-related signaling. The association of DEpcGs and DElncRs was further verified among different maize genotypes (Figure 5), and the tight association between them clarified that DElncRs are co-expressed with DEpcGs in diverse lines. The expression of DEpcGs and DElncRs was also significantly associated with the waterlogging tolerant phenotype (Figure 5). Interestingly, most of these DElncRs were co-localized with previously identified QTL (Figure 6), suggesting that these DElncRs are the possible candidates to control the corresponding traits associated with waterlogging tolerance. Moreover, most (88.3%) of the 148 high-confident hypoxia response lncRNAs (highly induced by WS) had anoxic response elements, such as ARE and GT-box, in their promoters, providing the impression that hypoxia-induced lncRNAs have similar response methods to PCgenes, suggesting the possibility that they could manipulate DElncRs. These clues may imply that hypoxia-induced lncRNAs that were similar to the expression of PCgenes involved in hypoxia-related pathways also affect waterlogging tolerance in maize seedlings.

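Of the lncRNAs called up-regulated at all 6 time points, TCONS_00124833 had the largest mean difference in log2(TPM + 1) from WS_0h, with 1909, 3568 and 3280 TPM at WS_4h and 105, 708 and 1127 TPM at WS_8h after being listed at 0 at WS_0h. WS_8h replicate 1 and WS_8h replicate 2 are among the libraries with the lowest scale factors, and its WS_6h libraries (3913, 464 and 5483 TPM) split the same way at replicate 2.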

Plants have evolved the endogenous circadian clock to anticipate day and night changes, which has a profound influence on numerous biological processes such as gene expression, enzyme activity, metabolism, and stress response [72]. Accumulating evidence has demonstrated that core regulators of the circadian clock rhythm in *Arabidopsis*, *CIRCADIAN CLOCK ASSOCIATED 1 (CCA1) and LATE-ELONGATED HYPOCOTYL* (*LHY*) of morning-phase, are directly involved in the regulation of abiotic stresses such as cold response [73]. 

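Zm00001d049543 (CCA1) had mean TPM of 20.7, 15.1, 9.10, 9.80, 5.36, 5.46 and 4.07 from WS_0h to WS_12h, a fall at 4 of 6 steps, and Zm00001d024546 (LHY) 15.2, 13.2, 11.0, 10.3, 5.13, 3.61 and 2.50, a fall at 6 of 6 steps. The mean log2(TPM + 1) at WS_0h exceeded that of the 18 later libraries by 1.36 for Zm00001d049543 (exact two-sided permutation test, p 0.00301, adjusted 0.00602 by Benjamini-Hochberg over these genes) and by 1.09 for Zm00001d024546 (exact p 0.0436, adjusted 0.0436 by Benjamini-Hochberg). Of the 18 later libraries, 16 lay below the lowest WS_0h library for Zm00001d049543 and 14 for Zm00001d024546. At WS_12h the log2 fold changes were -2.08 and -2.18, with standard errors of 0.25 and 0.32 (limma with Benjamini-Hochberg, adjusted p 3.8e-06 and 3.88e-05), in all 3 libraries. All libraries but those of WS_0h came from waterlogged plants sampled later in the day, so time of day and waterlogging cannot be told apart in these values.

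**Figure D7:**
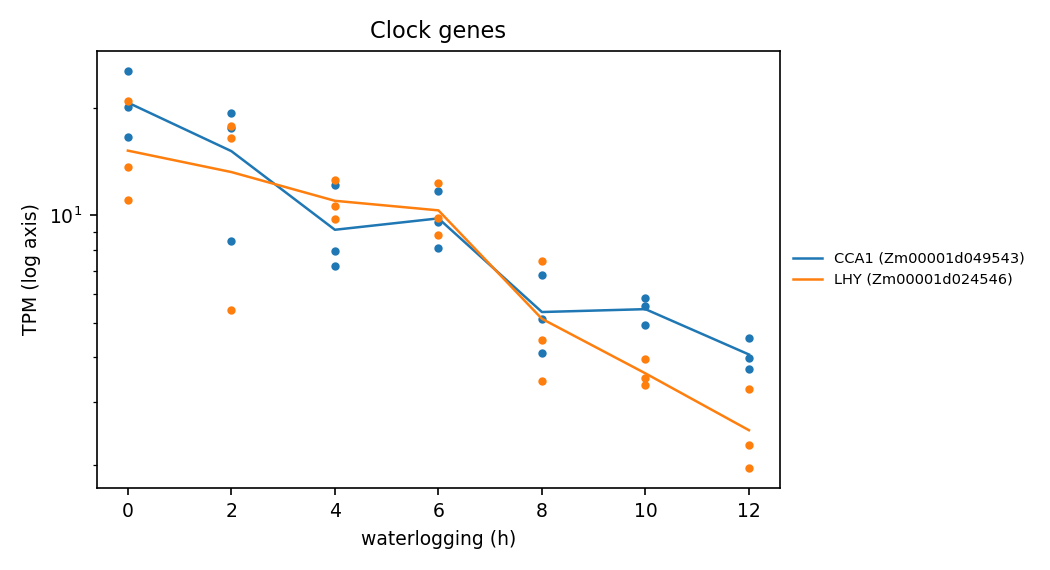
TPM (vertical log axis) of the clock genes CCA1 and LHY over 0 h to 12 h of waterlogging (horizontal axis); points are single libraries and lines join the means of 3 libraries. The means fall from 20.7 and 15.2 TPM at 0 h to 4.07 and 2.50 TPM at 12 h.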

In our present study, *Zm00001d049543* encoding *CCA1* and *Zm00001d024546* encoding *LHY* had the highest expression at WS_0h and rhythmically down-regulated until WS_12h (Table S2). These expression profiles were similar to *CCA1* in *Arabidopsis* under free-running condition during the daytime [74], implicating that WS imposed on B73 seedlings may not disrupt the rhythm of the circadian clock. Further investigations through a side-by-side time-point control would help us distinguish the expression difference caused by WS and the rhythm of the circadian clock. Nevertheless, our analysis presented here generated a relatively robust list of PCgenes and lncRNAs that respond to WS during the early stage in maize root tips, which will likely be useful for future functional genomics research and precipitate more comprehensive studies on gene regulation under hypoxia conditions. These findings contribute new knowledge to our understanding of the hypoxia regulatory network in plants.

## Figures and Tables

**Figure 1:**
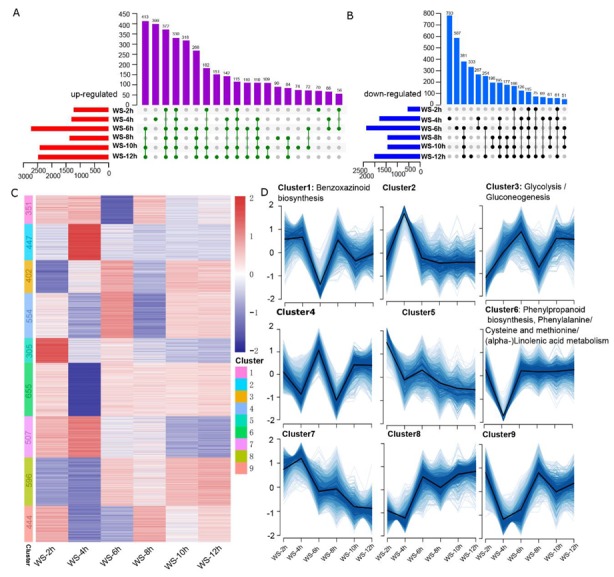
The characteristics of differentially expressed protein coding genes (DEpcGs) after waterlogging stress (WS). The Venn diagram shows the number of up-regulated DEpcGs (**A**) and down-regulated DEpcGs (**B**) after 2 h (WS_2h), 4 h (WS_4h), 6 h (WS_6h), 8 h (WS_8h), 10 h (WS_10h), and 12 h (WS_12h) of stress. These DEpcGs are divided into 9 clusters based on the ‘mfuzz’ package in the R software and were displayed using a heatmap (**C**) and their expression tendency (**D**). The numbers in the heatmap represent the DEpcG amounts in each cluster, and the significantly enriched KEGG pathways in Cluster1, Cluster3, and Cluster6 are shown.

**Figure 2:**
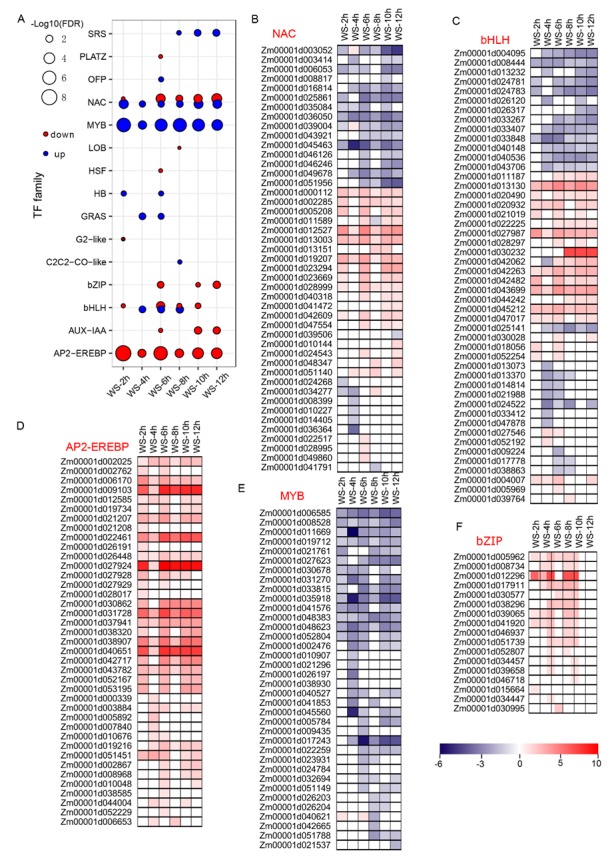
The enrichment analysis of transcription factors (TFs) after waterlogging stress (WS). The TF members of each family were downloaded from PlantTFDB (http://planttfdb.cbi.pku.edu.cn/). (**A**) The bubble chart shows the significantly enriched TF family in up- and down-regulated catalogs. (**B**) The gene list of NAC TFs enriched after WS treatment. (**C**) The gene list of bHLH TFs enriched after WS treatment. (**D**) The gene list of AP2-EREBP TFs enriched after WS treatment. (**E**) The gene list of MYB TFs enriched after WS treatment. (**F**) The gene list of bZIP TFs enriched after WS treatment.

**Figure 3:**
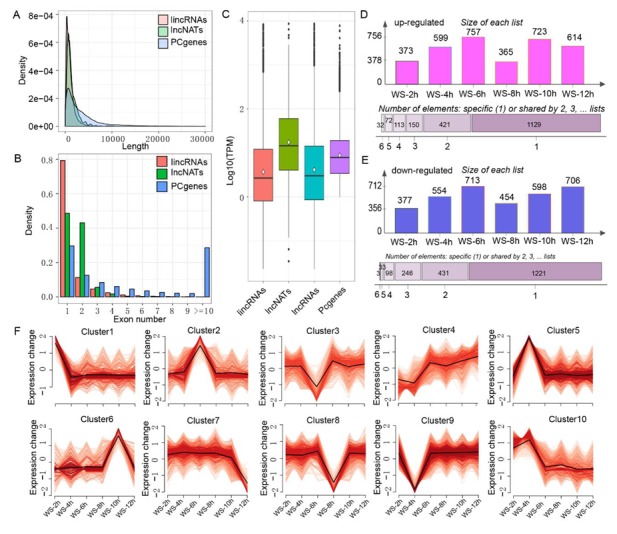
Characterizations of long non-coding RNA (lncRNAs) in maize root tips. (**A**) Length density distributions of long intergenic non-coding RNAs (lincRNAs), long non-coding natural antisense transcripts (lncNATs), and protein-coding genes (PCgenes). (**B**) Distributions of exon numbers in lincRNA, lncNATs and PCgenes. (**C**) The boxplot shows the expression level of lincRNAs, lncNATs, lncRNAs, and PCgenes. (**D**) The numbers of up-regulated lncRNAs after after 2 h (WS_2h), 4 h (WS_4h), 6 h (WS_6h), 8 h (WS_8h), 10 h (WS_10h), and 12 h (WS_12h) of stress. (**E**) The number of down-regulated lncRNAs in the samples of WS_2h, WS_4h, WS_6h, WS_8h, WS_10h, and WS_12h. (**F**) The expression clusters of differentially expressed lncRNAs based on the ‘mfuzz’ package in the R software.

**Figure 4:**
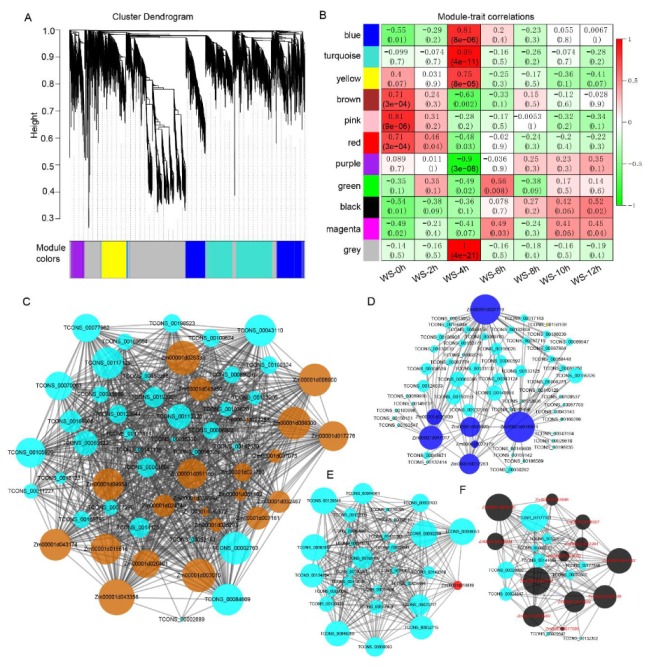
Co-expression network of the transcripts, including the protein-coding genes (PCgenes) and long non-coding RNA (lncRNAs) involved in waterlogging stress in maize root tips. (**A**) Hierarchical cluster tree and color bands indicating the 11 modules identified by the weighted gene co-expression network (WGCNA). (**B**) Analysis of the module–trait association. Each row represents a module, and each column represents a sample under waterlogging stress (WS) conditions. The numbers on the top and bottom of each cell represent the correlation and significant p-values, respectively. (**C**) The significantly enriched PCgenes (DEpcGs) involved in phenylpropanoid biosynthesis and the corresponding co-expressed differentially expressed lncRNAs (DElncRs) in the ‘brown’ module. (**D**) The significantly enriched DEpcGs involved in MAPK signaling and the corresponding co-expressed DElncRs in the ‘blue’ module. (**E**) The significantly enriched DEpcGs involved in carotenoid biosynthesis and the corresponding co-expressed DElncRs in the ‘red’ module. (**F**) The significantly enriched DEpcGs involved in phenylpropanoid biosynthesis and the corresponding co-expressed DElncRs in the ‘black’ module.

**Figure 5:**
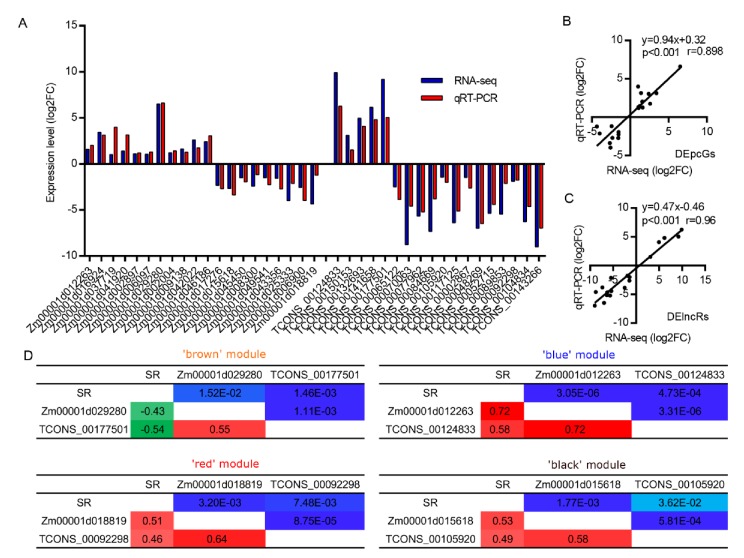
The expression levels of protein-coding genes (PCgenes) and long non-coding genes (lncRNAs) in maize seedlings after 4 h waterlogging stress (WS). (**A**) qRT-PCR verification of the expression of 20 differentially expressed PCgenes (DEpcGs) and 18 differentially expressed lncRNAs (DElncRs) in B73 seedlings after a 4 h WS condition. (**B**) The expression correlation between the qRT-PCR and RNA-seq of the 20 DEpcGs in B73 seedlings after a 4 h WS condition. (**C**) The expression correlation between qRT-PCR and RNA-seq of the 18 DElncRs in B73 seedlings after a 4 h WS condition. (**D**) The expression correlation of DEpcG and DElncR in the ‘brown’, ‘blue’, ‘red’, and ‘black’ modules among the 32 different maize genotypes after a 4 h WS condition are shown. The lower triangle indicates the correlation coefficient, and the upper triangle indicates the p-value of the correlation. The relative expressions of each DEpcG and DElncR in each genotype were calculated based on the control samples (not stress), which were further transformed through the function log_2_(). FC, foldchange; SR, survival rate of 32 maize genotypes, which were taken from Yu et al. (2019) [48].

**Figure 6:**
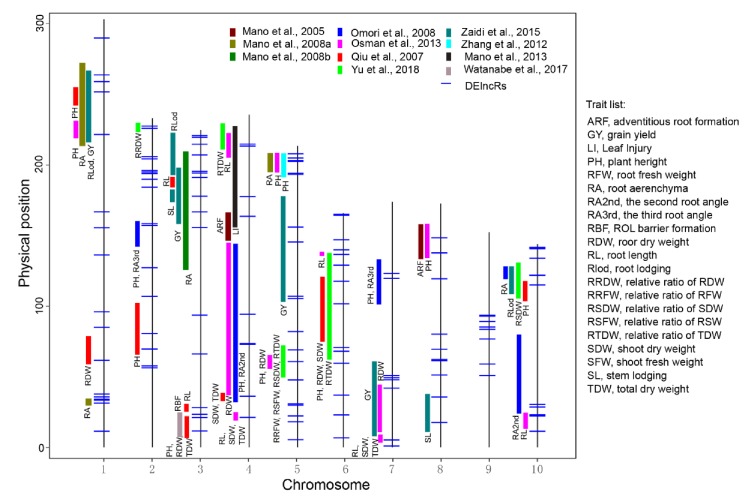
Co-localization of the differentially expressed long non-coding RNA (DElncRs) with previously identified quantitative trait loci (QTL) associated with waterlogging tolerance. The rectangular box represents the QTL interval, and the different colors indicate the different investigations.

**Table 1:** The stress- and hormone-responsive elements in the 1.5 kb promoter region of the high-confidence hypoxia response of long non-coding RNA.

Responsiveness	Element	Number of DElncRs	Ratio (%)
Anaerobic	ARE, GC-motif	128	88.3
Drought	MBS	63	43.4
Low-temperature	LTR	45	31.0
Abscisic acid	ABRE	113	77.9
Auxin	AuxRR-core, TGA-element	63	43.4
Gibberellin acid	TATC-box, GARE-motif, P-box	75	51.7
MeJA	TGACG-motif	99	68.3
Salicylic acid	TCA-element	31	21.4

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/11/3/267/s1, Figure S1: A heatmap displaying the expression of protein-coding genes after waterlogging stress (WS) involved in the significantly enriched metabolic pathway in Cluster1, Cluster3, and Cluster6, Figure S2: The significantly enriched Gene Ontology of the biological process for protein-coding genes in Cluster1, Figure S3: The significantly enriched Gene Ontology of biological process for protein-coding genes in Cluster2, Figure S4: The significantly enriched Gene Ontology of the biological process for protein-coding genes in Cluster3. The top 30 items are shown, Figure S5: The significantly enriched Gene Ontology of the biological process for protein-coding genes in Cluster4. The top 30 items are shown, Figure S6: The significantly enriched Gene Ontology of the biological process for protein-coding genes in Cluster5, Figure S7: The significantly enriched Gene Ontology of the biological process for protein-coding genes in Cluster6. The top 30 items are shown, Figure S8: The significantly enriched Gene Ontology of biological process for protein-coding genes in Cluster7, Figure S9: The significantly enriched Gene Ontology of biological process for protein-coding genes in Cluster8. The top 30 items are shown, Table S1: Data quality of transcriptome sequencing, Table S2: The TPM values of each sample of expressed Pcgenes, Table S3: The TPM values of each sample of expressed lncRNAs, Table S4: Characterizations of the identified lncRNAs, Table S5: The Pcgenes and lncRNAs presented in 11 different modules, Table S6: The list of DEpcGs and DElncRs involved in significantly enriched pathways, Table S7: The primers of PCgenes and lncRNAs used for qRT-PCR verification, Table S8: The qRT-PCR data for 20 differentially protein-coding genes and 18 differentially expressed lncRNAs in B73 seedlings, Table S9: The qRT-PCR data for 4 differentially protein-coding genes and 4 differentially expressed lncRNAs in four different modules among 32 maize inbred lines, Supplemental Data Set S1: The list of differentially expressed protein-coding genes after a 2 h, 4 h, 6 h, 8 h, 10 h, and 12 h WS condition, Supplemental Data Set S2: A list of differentially expressed long non-coding RNAs after a 2 h, 4 h, 6 h, 8 h, 10 h, and 12 h WS condition.

How the deposited data were processed for this re-analysis (not part of the article)

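B73 seedlings gave root tips at WS_0h, without waterlogging, and after 2, 4, 6, 8, 10 and 12 h of it, with 3 libraries of 10 mixed root tips at each of 7 time points, 21 libraries in all. None of the libraries was left out. Each library was assigned to its time point and replicate by its label, and time points are the only groups.

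The PCgene values are TPM. According to the paper, the authors checked and trimmed the reads with FastQC and Trimmomatic, aligned them to B73 RefGen_v4 with Hisat2, counted them with featureCounts, turned the read counts into TPM and kept genes with an average above 1 TPM. The lncRNA values are TPM as well, made by the authors with RSEM over an assembly merged from Cufflinks assemblies, and the authors removed isoforms at 0 or with a low mean TPM under the same conditions after their coding filters. The authors tested read counts with DESeq2, and read counts were not used here. The read depth of the libraries is not in the values used here, so no counting error or detection limit is given for a TPM, and the precision of every value rests on the 3 libraries of a time point.

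PCgenes and lncRNAs were analysed separately, because their TPM were made with different tools. Values were taken as log2(TPM + 1). PCgenes with a mean above 1 TPM over the 21 libraries (22783) and all 6098 lncRNAs were fitted with limma 3.58.1 in R 4.3.3, with a mean for each of the 7 time points, a shared residual spread over all 21 libraries, a mean-variance trend in the empirical Bayes step and no replicate block. Each later time point was compared with WS_0h, each time point from WS_2h to WS_10h with the mean of its 2 neighbours, and all 7 together by the F test. Calls needed a Benjamini-Hochberg adjusted p under 0.05 and, except for the F test, an absolute log2 difference above 1. Gene lists of modules, qRT-PCR values, the expression of other genotypes, sequences and map positions were not analysed here.

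PCgenes and lncRNAs called at one or more time points were grouped by fuzzy c-means clustering of standardized log2 fold changes (e1071 1.7.16), with 9 and 10 clusters, a fuzzifier of 1.72 and 1.73 from the published formula, and the best of 20 seeded starts. Correlations with time point codes used Pearson r above 0.9 in absolute value, with 99 random groups of 3 libraries as a baseline for PCgenes, and exact permutation of the libraries for the named module members and for the clock genes. The 58 pairs of named PCgenes and lncRNAs were tested with 100000 permutations. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawings matplotlib 3.10.9.

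Named genes are all PCgenes and lncRNAs that the text of the paper names, with the values in its figures counted as seen, and, for each kind of transcript, the 5 highest and the 5 lowest mean log2 fold changes among those called in the same direction at all 6 time points. Of the second group the text names at most 2 PCgenes in each direction and TCONS_00124833, which the paper also names. Of 80 PCgene and lncRNA IDs named in the paper, 75 were found in the values.

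The limma fits were tested on simulated data with the spread of these libraries and 200 PCgenes or lncRNAs changed by 1.5, 2 or 3 on the log2 scale. The changed ones were drawn from those with a mean log2(TPM + 1) above 3. Alternatives were a pseudocount of 0.1 TPM, fits of only the time points compared, no mean-variance trend, a replicate block, rescaling of the libraries by the median of ratios to the geometric mean, no filter or a filter on mean TPM above 5 (PCgenes) or above 1 (lncRNAs), and leaving out each library in turn. For clusters these were 1 cluster fewer or more and a lower fuzzifier. For the named pairs they were deviations from the time point means and leaving out the 2 farthest libraries, and for mean TPM the median and the stricter filter. These alternatives and the tests behind all counts were chosen before the data were examined. The paper's figures, drawn from the same libraries, had been seen, and their profiles that follow WS_4h alone prompted the comparison with the neighbours. Restricting lncRNAs to those above 0, leaving out the lncRNAs that did not behave as TPM, the mean of log10 TPM and leaving out the WS_4h libraries in the named pairs were chosen after seeing the data.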

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

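Chosen only after the result was seen were, for PCgenes, the tests of library scaling, of a common factor, of swapped labels, of libraries without waterlogging and of background reads, for lncRNAs, the test of library scaling and the restriction to lncRNAs above 0 with and without rescaling, and, for both, the groupings of 9 libraries.

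Each time point from WS_2h to WS_10h was tested against the mean of its 2 neighbours in limma with Benjamini-Hochberg, and the results are given here because the difference between time points itself passed the test. The comparison was set up after the paper's figures of these libraries had shown profiles that follow WS_4h alone. For WS_4h it is therefore not independent evidence. For PCgenes it was called in 3057 at WS_2h (2022 higher and 1035 lower), 8074 at WS_4h (3382 and 4692), 2255 at WS_6h (1612 and 643), 1155 at WS_8h (206 and 949) and 19 at WS_10h (18 and 1). WS_4h is a neighbour of WS_2h and of WS_6h, so its own departure enters their counts by construction. The 9 libraries of each comparison were then split into other groups of 3, 3 and 3, with the other 12 libraries left in place and the same fit. Of 100 splits, the real one included, 1 at WS_4h and 1 at WS_8h gave as many PCgenes, so chance can be excluded there. At WS_2h 4, at WS_6h 10 and at WS_10h 5 of the 100 splits gave as many, and chance is not excluded at WS_6h and WS_10h. However, the regrouped libraries include those of WS_4h at WS_2h and WS_6h and of WS_8h at WS_10h, which stand apart themselves. Other splits gave up to 9414 PCgenes at WS_2h, 7357 at WS_6h and 887 at WS_10h, so this test cannot decide at these time points. The splits of 3, 3 and 3 replaced splits of 3 against 6 libraries, which fitted another comparison than the one reported and decided nothing at WS_2h and WS_10h for PCgenes. At WS_6h those had given as many in 3 of 84 splits, for PCgenes and for lncRNAs, so the answer there depends on how the libraries are split.

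The PCgenes at WS_4h stood apart from WS_2h and WS_6h. Several technical explanations are argued against. Library scaling: after median-ratio rescaling the count was 8072, against at most 3014 at another time point. A single WS_4h library: the lowest count without 1 of them was 7437, against at most 2685 elsewhere. Swapped labels of single libraries: 0 of the 18 libraries of other time points had a WS_4h library as nearest library. Libraries without waterlogging under the WS_4h label: PCgenes up-regulated at both WS_2h and WS_6h were chosen in fits without 1 WS_0h library, and WS_4h was compared with that library alone. From 94.0% to 96.8% of them were higher at WS_4h, by a median log2 of 2.12 to 2.52, against at most 49.8% of all PCgenes. Background reads over all genes: they can lower a PCgene more than 2-fold only where they are the larger part of a library, and then no PCgene stays near 0, but 4692 were called lower at WS_4h and 1010 stood under 1 TPM in all 3 WS_4h libraries. A few genes taking most of the TPM: the 10 highest PCgenes held 9.29% of the TPM in the median WS_4h library, above the 7.60% of the highest other library, as this explanation asks. The common factor this leaves was small, however, with a median scale factor of 0.971 at WS_4h and 1.02 elsewhere, far from the 2-fold change a call needs.

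What stays open for WS_4h is another tissue, batch or handling of the WS_4h plants. A small background stays open as well, since 10 PCgenes were at 0 in all 3 WS_4h libraries, against 27 to 40 at the other time points, while 264 were at 0 in 1 or 2 of them, against 76 to 166. An exchange of all 3 WS_4h labels with those of another time point would leave 1 time point standing apart and was not tested. There were 0 batch records and 0 second sets of WS_4h libraries, so this and a response to 4 h of waterlogging cannot be told apart, and the time of day changed with the hours as well. The biological explanation was not tested, and a response that peaks at WS_4h remains a hypothesis.

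At WS_8h, 88.3% of the 480 PCgenes up-regulated at all 6 time points were lower than at both WS_6h and WS_10h, against 34.4% of all PCgenes, and 77.3% of the 119 down-regulated at all 6 (72 without WS_0h replicate 2) were higher. Library scaling is argued against by 89.0% after median-ratio rescaling (36.1% of all PCgenes), and a single WS_8h library by 86.3% as the lowest share without 1 of them (35.4% of all PCgenes). WS_8h libraries mixed with root tips without waterlogging would put up- and down-regulated PCgenes at the same fraction of the way from WS_0h to the mean of WS_6h and WS_10h. The medians were 0.386 (quartiles 0.220 and 0.594, 1594 PCgenes) and 0.792 (quartiles 0.655 and 0.926, 942 PCgenes), which argues against such a mixture as the whole cause. A weaker response at 8 h of waterlogging, the time of day and the handling of the WS_8h plants stay open, untested.

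The 19 PCgenes at WS_10h rested on single libraries. Their number was 2, 8 and 35 without WS_8h replicates 1, 2 and 3, 1, 2 and 4 without WS_10h replicates 1, 2 and 3, and 0, 3 and 0 without WS_12h replicates 1, 2 and 3. For the counts of 0, limma called 126 higher and 13 lower, and 137 higher and 27 lower, at an unadjusted p under 0.05, and for the 19 it called 129 and 16. No technical or biological explanation was tested for them.

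For lncRNAs the difference from the neighbours was called in 2065 at WS_2h (486 higher and 1579 lower), 3435 at WS_4h (2826 and 609), 1728 at WS_6h (336 and 1392), 711 at WS_8h (123 and 588) and 1043 at WS_10h (913 and 130). As many were called in 3, 1, 7, 2 and 2 of 100 splits made in the same way, but lncRNAs are listed at 0 for whole time points and other splits break these blocks, so this test decides nothing. Among lncRNAs above 0 at the 3 time points compared, 3 of 100 splits gave as many at WS_2h, 1 at WS_4h and 12 at WS_6h. Chance can therefore be excluded at WS_4h among these lncRNAs, and at no other time point. At WS_2h and WS_6h the regrouped libraries include those of WS_4h. Other splits gave up to 1334 lncRNAs at WS_2h and 2500 at WS_6h, so this test cannot decide there. At WS_8h and WS_10h 0 were called, so the splits decide nothing. The WS_8h count was 1316 without WS_6h replicate 2, and the WS_10h count 1950 without WS_8h replicate 3 and 1945 without WS_12h replicate 2. At WS_4h, library scaling is argued against as the whole cause by 2690 after median-ratio rescaling, against at most 1734 at another time point. Time points set to 0 as a whole are argued against by 1430 among lncRNAs above 0 at the 3 time points compared, against at most 406. Scaling and time points set to 0 together are argued against as the whole cause by 1293 among such lncRNAs after median-ratio rescaling, against at most 638. Without rescaling, limma called among such lncRNAs 0 at WS_8h and 0 at WS_10h, with 4 higher and 218 lower, and 827 higher and 9 lower, at an unadjusted p under 0.05. With rescaling these 2 counts were 54 and 1, so most of the 711 and 1043 depend on lncRNAs listed at 0 at a time point. For WS_4h the time of day, handling and a response to waterlogging stay open, untested.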

How the results depend on the processing

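The restriction to lncRNAs above 0, with and without rescaling, the mean of log10 TPM, the mean without the lncRNAs that did not behave as TPM and the pairs without the WS_4h libraries were chosen after the results were seen. Where a value changed and no reason is given, the cause was not tested.

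PCgene counts stayed within 1.5 times of those reported in 25 of 25 results after median-ratio rescaling, 21 of 21 without a filter, 21 of 21 without the mean-variance trend, 20 of 21 with fits of only the time points compared and 24 of 25 with a pseudocount of 0.1 TPM. The filter on mean TPM above 5 kept 13 of 21 within that range, since fewer PCgenes were tested. It gave 109, 967, 515, 762 and 735 down-regulated PCgenes at WS_2h, WS_6h, WS_8h, WS_10h and WS_12h, 44 down-regulated at all 6 time points, 2800 up-regulated at WS_4h and 4578 called at only 1 time point. PCgenes differing at WS_10h from the neighbours numbered 6 with the pseudocount of 0.1 TPM and 36 in the fit of only those time points, against 19.

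lncRNA counts stayed within 1.5 times in 23 of 23 results without the mean-variance trend, 22 of 27 after median-ratio rescaling, 18 of 23 with fits of only the time points compared, 15 of 23 with the filter on mean TPM above 1 and 17 of 27 with a pseudocount of 0.1 TPM. With that pseudocount 661 lncRNAs were up-regulated at WS_2h, 792 at WS_6h, 384 at WS_8h and 582 at WS_12h, 855 were down-regulated at WS_2h, 49 were up-regulated at all 6 time points and 1228 at 2 or more. With it 1701 differed from the neighbours at WS_8h and 2048 at WS_10h, and 328 followed WS_4h alone, against 697. The filter on mean TPM above 1, with fewer lncRNAs tested, gave 243 up-regulated at WS_2h, 264, 523, 585, 345 and 772 down-regulated at WS_2h, WS_6h, WS_8h, WS_10h and WS_12h, 751 down-regulated at 2 or more time points and 31 at all 6. Median-ratio rescaling, which removes the shift of whole libraries, gave 1264 down-regulated at WS_4h, 640, 386 and 625 up-regulated at WS_6h, WS_8h and WS_12h and 66 at all 6 time points. Fits of only the time points compared gave 117 and 70 up-regulated at WS_6h and WS_8h, 6 up-regulated and 82 down-regulated at all 6 time points and 362 differing from the neighbours at WS_8h.

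Among lncRNAs above 0 at the time points compared, which drops every call resting on a time point at 0, 0 of 17 counts stayed within 1.5 times. Up-regulated were 11, 1392, 1, 0, 14 and 1 and down-regulated 8, 93, 47, 77, 12 and 129 from WS_2h to WS_12h. Differing from the neighbours were 406, 1430, 344, 0 and 0 from WS_2h to WS_10h. At an unadjusted p under 0.05, limma called 5 for the 0 at WS_8h against WS_0h, and 4 higher and 218 lower at WS_8h and 827 higher and 9 lower at WS_10h for the counts of 0 against the neighbours. After median-ratio rescaling of such lncRNAs 638, 1293, 532, 54 and 1 differed from the neighbours from WS_2h to WS_10h.

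A replicate block changed 1 count by more than 1.5 times, PCgenes differing at WS_10h from the neighbours (44), and no other call among the named genes. Libraries with the same replicate number deviated together little on average. The mean correlation of their deviations was 0.0521 for PCgenes, over 0.1 in 19 of 63 pairs, against -0.0254 between different numbers. For lncRNAs it was -0.00534, over 0.1 in 11 of 63, against 0.00144. Single pairs with the same number ran from -0.258 to 0.619 for PCgenes and from -0.687 to 0.622 for lncRNAs.

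Leaving out 1 library at a time kept 20 of 25 PCgene counts and 20 of 27 lncRNA counts within 1.5 times. Down-regulated PCgenes at WS_2h ran from 173 (without WS_0h replicate 2) to 346 (without WS_2h replicate 2), and were 261 with all libraries. Those down-regulated at all 6 time points ran from 72 (without WS_0h replicate 2) to 156 (without WS_0h replicate 1), and were 119 with all libraries. Up-regulated lncRNAs ran from 229 (without WS_6h replicate 3, 231 without replicate 1) to 664 (without WS_6h replicate 2) at WS_6h, from 94 (without WS_8h replicate 3) to 200 (without WS_8h replicate 1) at WS_8h, and from 8 (without WS_8h replicate 2) to 21 (without WS_6h replicate 2) for all 6 time points. Down-regulated lncRNAs ran from 738 (without WS_8h replicate 1) to 1527 (without WS_8h replicate 3) at WS_8h and from 895 (without WS_12h replicate 1) to 1857 (without WS_12h replicate 2) at WS_12h. Differences from the neighbours ran from 0 (without WS_12h replicate 1 or 3, with 126 higher and 13 lower, and 137 and 27, at an unadjusted p under 0.05 in limma) to 35 (without WS_8h replicate 3) for PCgenes at WS_10h. They ran from 491 (without WS_8h replicate 2) to 1316 (without WS_6h replicate 2) for lncRNAs at WS_8h and from 766 (without WS_10h replicate 1) to 1950 (without WS_8h replicate 3, 1945 without WS_12h replicate 2) at WS_10h. PCgenes that followed WS_4h alone ran from 1625 (without WS_4h replicate 1, 1795 without replicate 3) to 3546 (without WS_6h replicate 3), and those that followed WS_0h from 77 (without WS_0h replicate 1 or 3, 84 without replicate 2) to 160 (without WS_8h replicate 1).

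Of 236 changes of named PCgenes followed through these alternatives, 190 were called. Without 1 or more of the single libraries 10 of these calls were lost, and fits of only the time points compared lost 5, the pseudocount of 0.1 TPM 2, median-ratio rescaling 1, and no filter, no trend and the replicate block 0. The filter on mean TPM above 5 left 183 changes and lost 0 of 161 calls.

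Changes that turned sign when a library was left out were not called with all libraries. They ran from -0.17 to 0.33 for Zm00001d050572 at WS_8h, -0.41 to 1.54 for Zm00001d024850 at WS_8h, -0.53 to 1.75 for Zm00001d024851 at WS_8h, -0.051 to 0.084 for Zm00001d024852 at WS_4h, -0.83 to 0.84 for Zm00001d024843 at WS_8h, -0.23 to 0.48 for Zm00001d026060 at WS_8h and -0.72 to 0.070 for TCONS_00051666 at WS_12h. After median-ratio rescaling TCONS_00051666 turned to 0.26 at WS_8h and 1.42 at WS_12h.

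Correlations of the named pairs fell within time points to -0.158 (Zm00001d015618 and TCONS_00105920) and 0.102 (Zm00001d018819 and TCONS_00092298). They fell to 0.138 (Zm00001d029280 and TCONS_00177501) and 0.115 (Zm00001d012263 and TCONS_00124833), and none had an adjusted p under 0.05 by the permutation test. The lncRNA values were not rescaled here, and library scale factors differed within time points (0.0906 to 1.50 at WS_8h). Low values within time points therefore do not show that a pair varies independently there. Without the 2 farthest libraries Zm00001d015618 and TCONS_00105920 stood at 0.461, and Zm00001d018819 and TCONS_00092298 at 0.434. Without the WS_4h libraries these pairs stood at 0.482 and 0.615. Of all 58 pairs, 39 then had an adjusted p under 0.05 by the permutation test with Benjamini-Hochberg.

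The mean over lncRNAs was 164 TPM with the filter on mean TPM above 1 and 110 TPM without the lncRNAs that did not behave as TPM. As medians, PCgenes stood at 7.14 TPM and lncRNAs at 1.77 TPM, and as means of log10 TPM at 0.880 and 0.709, an order opposite to that of the mean TPM. Read depth limits what a value at 0 says, and since depth was not in the values used here, a lncRNA listed at 0 is not shown to be absent.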

Differences from the paper's values

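Alternatives are those set before the data were examined unless said otherwise. A count is said to differ where it and the paper's lie more than 1.5 times apart. A count that no longer differs can therefore still be well away from the paper's. The paper's down-regulated PCgenes at WS_2h number 555 and here 261, and its differentially expressed PCgenes at WS_4h 3312 and here 9788. The paper shows about 1300 up-regulated PCgenes at WS_4h (Fig. 1A, read by eye), here 4390, and about 2000 down-regulated (Fig. 1B, read by eye), here 5398. For each of these 4 values, all 13 alternatives differ as well.

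The paper clusters 4261 PCgenes, and here 11214 were clustered. Its clusters hold 351 to 665 PCgenes, and here 608 to 2135. All 26 alternatives differ for the number clustered and for the largest cluster. For the smallest cluster, 1 cluster more (520) and a lower fuzzifier (483) no longer differ, and the other 24 do.

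The paper gives 757 up-regulated lncRNAs at WS_6h, here 369. A pseudocount of 0.1 TPM (792), median-ratio rescaling (640) and leaving out WS_6h replicate 2 (664) no longer differ. The other 9 do: the pairwise fit, no mean-variance trend, the replicate block, the stricter filter, and leaving out a WS_0h library, WS_6h replicate 1 or WS_6h replicate 3. At WS_4h the paper shows about 600 up-regulated (Fig. 3D, read by eye), here 2436, and all 12 alternatives differ. At WS_8h it shows about 370 (Fig. 3D, read by eye), here 130, and at WS_12h about 610 (Fig. 3D, read by eye), here 211. Only the pseudocount of 0.1 TPM (384 and 582) and median-ratio rescaling (386 and 625) no longer differ at these time points, and the other 10 alternatives do at each.

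Down-regulated lncRNAs at WS_4h number about 550 in the paper (Fig. 3E, read by eye) and here 840. The replicate block (825), the stricter filter (574) and leaving out WS_0h replicates 1, 2 and 3 (765, 780 and 816) or WS_4h replicates 1, 2 and 3 (795, 804 and 791) no longer differ, and the pseudocount of 0.1 TPM, the pairwise fit, no mean-variance trend and rescaling do. At WS_8h the paper shows about 450 (Fig. 3E, read by eye), here 966. Rescaling (651) and the stricter filter (585) no longer differ, and the other 10 alternatives do. At WS_12h it shows about 710 (Fig. 3E, read by eye), here 1168. The pairwise fit (989), rescaling (797), the stricter filter (772) and leaving out WS_0h replicate 1 (935) or 2 (926) or WS_12h replicate 1 (895) or 3 (907) no longer differ. The pseudocount of 0.1 TPM, no trend, the replicate block and leaving out WS_0h replicate 3 or WS_12h replicate 2 do.

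The RNA-seq change at WS_4h in the paper, against the log2 ratio of mean TPM here, is about 1.6 (Fig. 5A, read by eye) and 2.23 for Zm00001d012263, about 3.4 (Fig. 5A, read by eye) and 5.95 for Zm00001d016924, and about 1.0 (Fig. 5A, read by eye) and 1.42 for Zm00001d037719. For Zm00001d017276 it is about -2.4 (Fig. 5A, read by eye) and -4.29, for Zm00001d015618 about -2.7 (Fig. 5A, read by eye) and -4.79, for Zm00001d008300 about -2.4 (Fig. 5A, read by eye) and -5.95, and for TCONS_00105920 about -1.4 (Fig. 5A, read by eye) and -3.74. Each of these 7 is larger in size here and was counted as different under all 7 alternatives. The limit above is for counts, and no limit for log2 changes is given, so only the values show how far apart they lie. The paper tests read counts with DESeq2, while the ratio here is of mean TPM without a pseudocount, so the measures may not be the same. In the limma fit, with a pseudocount, the rise of Zm00001d016924 was smaller than the paper's, so the direction of that difference depends on the measure. Zm00001d041920, Zm00001d029280, Zm00001d018819 and TCONS_00092298 were read from the same figure and were not counted as different.

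The paper has the most DEpcGs and up-regulated lncRNAs at WS_6h, and here WS_4h held the most PCgenes called and the most up-regulated lncRNAs under all settings run. It has the fewest up-regulated lncRNAs at WS_2h, and here WS_8h held the fewest under all settings run. That order can be close to a tie: the paper's WS_8h bar, read as about 370, lies near its WS_2h number. After median-ratio rescaling the WS_8h count here was 386, near that at WS_2h. The paper puts the time-point-specific up-regulated PCgenes at a higher number at every time point than the 42 at WS_2h, 37 at WS_8h and 23 at WS_10h found here.

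The paper puts the mean TPM of PCgenes above that of lncRNAs, and here the means were 26.2 and 117. The medians (7.14 and 1.77) and, chosen after seeing the values, the means of log10 TPM (0.880 and 0.709) have the order of the paper. These are averages without calls, so no item the paper calls is dropped.

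Of the 7 peroxidases the paper names as down-regulated in phenylpropanoid biosynthesis and that are listed here, 2 were called down-regulated, Zm00001d037547 and Zm00001d050572. Zm00001d022282 was called with a pseudocount of 0.1 TPM and without WS_0h replicate 3 or WS_4h replicate 2, and Zm00001d022283 without either of these libraries. Zm00001d024752 was called in none of the settings, Zm00001d037550 had positive changes at all 6 time points (0.51 at WS_4h), and Zm00001d046035 was listed at 0 at WS_0h. The paper names 3 ACC oxidases as up-regulated. Zm00001d024850 and Zm00001d024851 were called in none of the settings, and Zm00001d024843 was called up-regulated at WS_6h (1.49) and down-regulated at WS_4h (-1.33), and up-regulated at WS_12h in the pairwise fit and without WS_8h replicate 1 or 3.

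The paper has 5 bHLH genes up-regulated at all time points. Of the 4 listed here Zm00001d027987 was, while Zm00001d013130 and Zm00001d042263 were not called at WS_2h (0.75 and 0.96) and Zm00001d043699 not at WS_4h (0.66). With a pseudocount of 0.1 TPM all 3 were called (1.95, 1.15 and 1.35). The paper counts TCONS_00051666 among the up-regulated lncRNAs, and it was called up-regulated here only after rescaling (WS_2h, WS_6h, WS_10h and WS_12h) and in the pairwise fit (WS_2h, WS_4h and WS_10h). Fig. 5A shows TCONS_00177501 raised at WS_4h, and here it was listed at 0 from WS_0h to WS_6h.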

Other observations

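All tests here were chosen only after the result was seen, except that of single libraries far above their replicates, the splits for all PCgenes and all lncRNAs, and the simulated data sets.

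At WS_4h, 12 PCgenes fell and 31 rose by 16-fold or more against both neighbours, with 10 TPM or more on the higher side. At WS_2h, WS_6h, WS_8h and WS_10h 0 PCgenes did so. These counts come from means and were not tested.

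In 5 libraries most lncRNAs stood far lower than in the others: WS_6h replicate 2, WS_8h replicates 1 and 2, and WS_12h replicates 1 and 3. Their scale factors were 0.0603 to 0.408 of the mean of their unaffected replicates. Transcripts outside the list held 47.4% to 66.2% of the TPM in the 5 libraries and at most 24.5% in the other 16. The 2 most abundant lncRNAs of each library, not the same ones throughout, held 9.82% to 21.4% and 3.22% to 21.8%, so that share does not set the 5 apart. Single lncRNAs did: TCONS_00149639 held 53820 to 134835 TPM in the 5 libraries and at most 27157 TPM elsewhere. TCONS_00199441 held 44409 to 83780 TPM in them and at most 17212 TPM elsewhere. The other lncRNAs among these most abundant ones were not higher in all 5 than elsewhere. Unlisted transcripts taking most of the TPM would lower all listed lncRNAs by the factor by which their sum fell, but the scale fell at least 1.62 times further than that sum, against at most 1.22 times in the other libraries. With the 10 highest lncRNAs of each library counted among those taking the TPM, it still fell at least 1.53 times further than the rest, against at most 1.15. Both are argued against as the whole cause, not as a part of it. No biological explanation was tested.

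Poor RNA or failed libraries could be behind these 5 libraries, and no value decides. The lowest PCgene correlation of the 5 libraries with their replicates was 0.960, above the lowest of the other libraries (0.951, in a WS_4h library). They listed more PCgenes at 0 than their unaffected replicates, 114 against 70 and 52 at WS_6h, 168 and 54 against 52 at WS_8h, and 152 and 92 against 63 at WS_12h. No biological explanation was tested.

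All 3 libraries of a time point were listed at 0 in 14068 combinations of lncRNA and time point, and 0 combinations had 1 or 2 libraries at 0, against 946 for PCgenes. A candidate explanation is filtering by the authors that set whole time points to 0. However, 1655 combinations above 0 had a mean under 0.5 TPM, the lowest at 0.0467 TPM, so a limit of 0.5 TPM per time point does not describe the values. No biological explanation was tested.

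Of the lncRNAs, 20 did not behave as TPM, with means from 286.97 to 9916 TPM. In 19 of them the difference from library to library was 1 shared offset, and TCONS_00045823 was constant. The largest difference between these lncRNAs in their deviations was 0.0714, against a range of 27.5 over the libraries, both in the units of the values. A candidate explanation is that these values are of another unit. No biological explanation was tested.

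In WS_8h replicate 3, 8 PCgenes lay 16-fold or more above both replicates at 10 TPM or more, against 1 in WS_4h replicate 2, 1 in WS_12h replicate 2 and 0 in each of the other 18 libraries. A mixed sample or another tissue in this library is a candidate explanation, found and tested on the same data. Which tissue that would be was not tested, and a response of these root tips to waterlogging stays open.

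The 6 comparisons with WS_0h have 10 splits of 6 libraries each, and the real split alone (1 of 10) gave as many calls in all 12 comparisons of PCgenes and lncRNAs, in fits of these 6 libraries alone. With 10 splits chance cannot be excluded by this test, whatever the counts. Over all 7 time points, the F test gave as many PCgenes in 1 of 100 splits, the real one included, so chance can be excluded. For all lncRNAs it was 1 of 100 as well, but zeros listed for whole time points fix that outcome in advance, and it decides nothing. Among lncRNAs above 0 in all 21 libraries as many were found in 1 of 100 splits, so chance can be excluded for these.

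The lncRNA log2 fold changes at WS_4h and WS_6h had a Pearson correlation of 0.466 across lncRNAs, below the mean of 0.499 in 100 simulated data sets without any change, where the shared WS_0h libraries alone produce it. Called at both time points were 650 lncRNAs in the same direction and 189 in opposite directions. This correlation by itself therefore shows no response shared by both time points.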
